# Collaborative rewiring of the pluripotency network by chromatin and signalling modulating pathways

**DOI:** 10.1038/ncomms7188

**Published:** 2015-02-04

**Authors:** Khoa A. Tran, Steven A. Jackson, Zachariah P.G. Olufs, Nur Zafirah Zaidan, Ning Leng, Christina Kendziorski, Sushmita Roy, Rupa Sridharan

## Abstract

Reprogramming of somatic cells to induced pluripotent stem cells (iPSCs) represents a profound change in cell fate. Here, we show that combining ascorbic acid (AA) and 2i (MAP kinase and GSK inhibitors) increases the efficiency of reprogramming from fibroblasts and synergistically enhances conversion of partially reprogrammed intermediates to the iPSC state. AA and 2i induce differential transcriptional responses, each leading to the activation of specific pluripotency loci. A unique cohort of pluripotency genes including *Esrrb* require both stimuli for activation. Temporally, AA-dependent histone demethylase effects are important early, whereas Tet enzyme effects are required throughout the conversion. 2i function could partially be replaced by depletion of components of the epidermal growth factor (EGF) and insulin growth factor pathways, indicating that they act as barriers to reprogramming. Accordingly, reduction in the levels of the EGF receptor gene contributes to the activation of *Esrrb*. These results provide insight into the rewiring of the pluripotency network at the late stage of reprogramming.

## Abstract (web summary)

Improving the efficiency of reprogramming of somatic cells to induced pluripotent stem cells is of major interest. Here, the authors combine ascorbic acid and 2i (MAP kinase and GSK inhibitors) conditions and show increased efficiency and synchronicity in the reprogramming of fibroblasts and partially reprogrammed cells, and study epigenetic effectors and signalling pathways responsible for this effect.

Transcription factor-mediated reprogramming converts somatic cells to induced pluripotent stem cells (iPSCs)^1^. This process takes several days, during which both the epigenome and the transcriptome of somatic cells are reset to a pluripotent state^2^,^3^. Recent progress has demonstrated that there are two waves of transcriptional change, one immediately following the induction of the reprogramming factors and the other occurring later to activate the pluripotency gene network^4^. At the level of the epigenome, although some locus-specific chromatin marks are established early^5^, global changes in histone modification profiles^6^ and resetting of DNA methylation^4^ occur at later stages in the reprogramming process, concomitant with activation of pluripotency network. How this final step is established remains unknown and is hampered both by the heterogeneity in the reprogramming populations^7^ and multiple routes that can be used to reach this state^8^.

The efficiency and fidelity of the reprogramming process can be improved by components present in the media. Such components belong to two main classes: epigenetic modifiers such as valproic acid (VPA)^9^, ascorbic acid (AA)^10^,^11^,^12^,^13^,^14^ and 5-azacytidine^15^,^16^,^17^ and modulators of signalling such as transforming growth factor (TGF)-β inhibitors (TGF-βi)^13^,^18^ and components of the 2i media^13^,^14^,^16^,^19^. 2i is the minimal medium sufficient to propagate mouse embryonic stem cells (ESCs) and is the combination of a mitogen-activated protein kinase inhibitor which can repress differentiation signals and a glycogen synthetase kinase inhibitor (GSKi) that improves clonogenecity^20^. Recent reports suggest that combination of AA with GSKi^14^ and/or TGF-βi^13^ greatly improved reprogramming efficiency especially when starting from blood progenitor cells.

We found that combining an epigenetic modifier (AA) and signalling modifier (2i) significantly enhances the efficiency of reprogramming from embryonic and adult somatic cells and converted clonal partially reprogrammed (pre-iPSC) lines to iPSCs at up to 80% levels. AA can function as a cofactor of several epigenetic enzymes that contain an Fe-S core and include both histone demethylases and the Tet enzymes that hydroxymethylate 5-methyl cytosine (5mC) on DNA providing a pathway for active DNA demethylation. Besides increasing reprogramming efficiency, AA was also found to improve the quality of mouse embryonic fibroblast (MEF)-derived iPSCs. iPSCs obtained with a particular reprogramming factor stoichiometry^21^,^22^ displayed aberrant silencing of the imprinted *Dlk-Dio* cluster^21^, leading to poor contribution to chimeras in a tetraploid complementation assay, which was relieved by culture in AA-containing media. Similarly, ESCs propagated in 2i have a more hypomethylated genome that resembles more faithfully the pre-implantation epiblast^23^,^24^,^25^,^26^,^27^.

Using this high efficiency conversion system, we specifically focused on delineating the mechanism of rewiring of the pluripotency network at the end of reprogramming. By performing genome-wide transcriptional analysis, we found that AA mainly activated, whereas 2i contributed to downregulation of genes that were important for the transition to the iPSC state. If AA and 2i were added in a non-overlapping manner, AA had to precede 2i addition. Temporally, histone demethylase activity was required early during the conversion. By contrast, Tet enzyme levels that mediate DNA hydroxymethylation had to be maintained throughout the conversion to the iPSC state. Some components of the transcriptional circuitry responded to the AA stimulus alone—*Nanog, Zfp42, Utf1*—or signalling alone—*Tcfcp2l1*, endogenous *Klf4*—whereas both activities were required for activation of *Esrrb* and *Tbx3*. Network analysis identified epidermal growth factor and insulin-like growth factor signalling as key targets of 2i for downregulation. Functionally depleting members of these pathways could partially replace 2i, suggesting that they are barriers to reprogramming. Strikingly, reducing levels of *Egfr* contributed to the upregulation of *Esrrb*. Taken together, our results reveal the requirements for the activation of the pluripotency network in the late stages of reprogramming.

## Results

### AA+2i leads to highly efficient conversion to iPSCs

We applied a combination of the chromatin modifier (AA) and a signalling inhibitor (2i) to the reprogramming of MEFs that were homozygous for the reprogramming allele (four Yamanaka factors Oct4, Sox2, c-Myc and Klf4 integrated at a single locus in the genome) under the control of a doxycycline (dox)-inducible promoter and heterozygous for the tetracycline reverse transcriptional activator (rtta)^28^,^29^. Reprogramming factors were induced for 3 days in serum/leukaemia inhibitory factor (LIF)-containing ESC media after which the media were supplemented with control dimethylsulphoxide (DMSO), AA, 2i or AA+2i. The AA+2i condition lead to significantly increased reprogramming efficiency assessed by Nanog immunostaining (Fig. 1a). A similar effect was observed with adult tail-tip, dermal and ear fibroblasts with AA+2i yielding greatly more Nanog-positive iPSC colonies than either AA or 2i alone, although the response to individual stimuli were different from MEFs (Fig. 1b). Longer exposure of the reprogramming MEFs to AA+2i increased the number of reprogrammed colonies (Fig. 1c). As the highest number of colonies always included the window of treatment between day 9 and 12, we tested whether reprogramming intermediates in this interval were also responsive to these treatments.

Intermediate populations that had lost somatic expression, identified by lack of fibroblast marker Thy1, and gained intermediate markers of pluripotency, defined by SSEA1 expression, were isolated on day 9 of reprogramming by flow cytometry (Supplementary Fig. 1a). There was an increase in the number of colonies obtained from Thy1^−^SSEA^+^ cells in the AA+2i combination to almost 20-fold over control conditions (Fig. 1d). As the Thy1^−^SSEA^+^ cells represent a heterogeneous mixture of reprogramming cells, we tested whether we could observe similar effects with reprogramming intermediates from previously derived homogenous clonal pre-iPSC lines.

Pre-iPSCs are stalled reprogramming intermediates that have an ESC-like morphology^19^,^30^. They display both a gene expression pattern^30^ and three-dimensional chromatin conformation^31^ intermediate to that of a somatic cell and an iPSC; and have not yet changed their global epigenome as defined by histone modifications to a pluripotent profile^6^. These clonal pre-iPSC lines had undergone the first wave of transcriptional changes, express E-cadherin (Supplementary Fig. 1b) and SSEA1 on their cell surface^30^. Global expression profile of these pre-iPSCs closely clustered with day 9 and 12 Thy1^−^SSEA^+^ cells (Supplementary Fig. 1c)^4^, confirming the notion that they resembled the late stage of reprogramming. Remarkably, the combination of AA and 2i (Supplementary Fig. 1b) led to a tremendous synergistic conversion of pre-iPSCs to up to 80% Nanog-green fluorescent protein (GFP)-positive cells representing ESC-like colonies in 10 days (Fig. 1e). This was the case for pre-iPSCs derived from both MEFs and astrocytes (Supplementary Fig. 1d,e). There was minimal conversion to the iPSC state in the presence of AA (~5%) or 2i alone (2%; Fig. 1e and Supplementary Fig. 1d). GFP-positive colonies could be passaged for greater than five generations in the absence of AA+2i (Supplementary Fig. 1f). Clonal iPSC lines derived in the AA+2i conditions had activated endogenous expression of *Oct4, Sox2, Esrrb* and Pecam1 (Supplementary Fig. 1g,i) and extinguished exogenous reprogramming factor expression (Supplementary Fig. 1h). Importantly, these clonal lines could be *in vitro* differentiated into all three germ layers (Fig. 1f) and when injected *in vivo* gave rise to teratomas that represented all three germ layers (Fig. 1g).

### AA activity is required to precede 2i exposure

The number of Nanog-GFP-positive cells increased gradually during reprogramming from day 4 onwards (Supplementary Fig. 2a,b), with early emerging colonies (day 6) expressing Esrrb, suggesting complete reprogramming (Supplementary Fig. 2b). We sorted the Nanog-GFP-negative populations from day 6 onwards into either a control DMSO or the AA+2i condition (Fig. 2a). By day 10, 50% of the GFP-negative population had converted to a GFP-positive state, which extended to 80% on day 13 (Fig. 2a). Under any treatment, the cells grew slower than in the DMSO condition, but there was no significant cell death compared with DMSO (Supplementary Fig. 2c,d). These observations suggest that almost the entire population of pre-iPSCs transitioned to the iPSC state.

To start gaining insight into the mechanism of the conversion, we exposed pre-iPSCs to both AA and 2i at the start of the experiment, with one component either AA or 2i removed at 2-day intervals up to 10 days (Fig. 2b,c). There was a gradual increase in the number of iPSCs obtained proportional to the number of days that the cells were exposed to both components, irrespective of whether AA or 2i was removed (Fig. 2b,c), suggesting that there was a continued requirement for both factors to achieve maximal conversion. We then applied AA or 2i in a non-overlapping manner (Fig. 2d,e). About half of maximal conversion was attained when cells were first exposed to AA for just 2 days followed by a switch to media containing 2i (Fig. 2d). Increased exposure to AA alone beyond 2 days did not improve reprogramming efficiency. Conversion rates reduced if AA was applied for the initial 8 days and then switched to media containing to 2i for 2 days (Fig. 2d), but improved with increasing length of 2i exposure (Supplementary Fig. 2e). In stark contrast to these results, if 2i exposure preceded AA exposure, less than 2% of the cells converted at the end of 10 days (Fig. 2e). This suggests that exposure to AA was either required for the action of 2i-mediated effects or pre-treatment with 2i-inhibited AA effects.

To determine which of the inhibitors in 2i was important for pre-iPSC to iPSC conversion, we added either the MEK inhibitor or the GSK inhibitor in the presence of AA. In both the simultaneous (Fig. 2f, Supplementary Fig. 2f) and switch conditions (Fig. 2g, Supplementary Fig. 2g), the MEK inhibitor was essential for the conversion, although the GSK inhibitor improved both the appearance and the number of compact colonies (Supplementary Fig. 2h). Therefore in subsequent experiments, we continued to use the AA+2i combination.

### Requirement for H3K9 demethylase and Tet activities differs

AA can act as a cofactor for several chromatin-modifying enzymes that contain an Fe-S core^32^, including the jumonji-domain-containing histone demethylases and the Tet enzymes, which convert 5mC to 5-hydroxymethylcytosine (5hmC) providing a pathway for active DNA demethylation. Of the enzymes thought to be involved in AA function during reprogramming^10^,^11^, we concentrated on those involved in H3K9 methylation erasure^6^,^10^, as this occurs at the late stage of reprogramming^6^. The Tet enzymes have roles to play in reprogramming^33^, both in the mesenchymal-to-epithelial transition^34^ and in iPSC transition^35^ and can even replace Oct4 function^36^.

We first tested whether AA function could be replaced by epigenome-modifying activities in the context of 2i-mediated reprogramming. Subjecting the cells to 5-azacytidine a DNA methyltransferase inhibitor in the presence of 2i led to a 30% conversion efficiency (Supplementary Fig. 3b), albeit with higher cell death. Similarly, short interfering RNA (siRNA)-mediated depletion of the H3K9 methyltransferases *Ehmt1 (Glp)* or *Ehmt2 (G9a)* (Supplementary Fig. 3a,c) resulted in about 30–40% conversion in the presence of 2i. Thus, both the histone and DNA demethylating pathways contribute to AA-mediated effects in the presence of 2i.

We next assessed the global levels of 5hmC on day 2 upon exposure to AA, 2i or AA+2i as both AA and 2i have been shown to affect DNA hydroxymethylation levels in ESCs^24^,^25^,^26^,^27^,^37^ (Fig. 3a). Although exposure to AA caused a significant global increase in 5hmC on day 2 to levels seen in ESCs, exposure to 2i alone did not have an effect (Fig. 3a). These changes in 5hmC levels were not accompanied by significant changes in global 5mC levels (Fig. 3b).

To determine the requirement of the cognate enzymes, we depleted the Tet enzymes or the histone demethylases that act on H3K9me2/me1 during the AA+2i-mediated conversion. We found that the combined knockdown of both *Tet1* and *Tet2* had a stronger effect on reprogramming than knockdown of either transcript alone (Supplementary Fig. 3d). In contrast, there was a loss of reprogramming efficiency specifically upon reduction of histone demethylase *Kdm3b* levels (Supplementary Fig. 3e). We further corroborated the importance of *Kdm3b* by generating a Crispr-depleted *Kdm3b* cell line, and found that it could not be converted to the iPSC state in the presence of AA+2i (Supplementary Fig. 3f).

We then dissected the temporal requirements of these epigenetic activities using our switch system. By depleting *Tet1* and *Tet2* exclusively in the AA phase or the 2i phase, we asked whether there was a temporal difference in requirement for Tet transcript levels (Fig. 3c) There was a decrease in reprogramming efficiency following *Tet1+Tet2* knockdown in both the early and the late phases, suggesting that higher 5hmC levels (Fig. 3a) have to be sustained for iPSC conversion.

Performing similar experiments with the histone demethylases, there was an 80% decrease in reprogramming efficiency upon knockdown of Kdm3b in the early AA-dependent phase, but surprisingly a much more subtle effect on the late 2i-dependent phase (Fig. 3d). These results indicate that Kdm3b plays a key role in the early phase of the AA action. Interestingly, the expression of *Kdm3b* was reduced by twofold upon 24-h exposure to 2i (Fig. 3e), suggesting that this may contribute to the lack of reprogramming upon switching from 2i to AA (Fig. 2e).

These results suggest that of the two major epigenomic changes that have to occur in the late stage of reprogramming, the Kdm3b-mediated AA effects are important for the early phase, whereas the Tet-mediated effects need to be sustained in the 2i-dependent phase.

### AA and 2i drive divergent transcriptional output

We next wanted to gain insight into the molecular consequences that were triggered in response to the action of these agents. We chose day 2 as a suitable time point to perform genome-wide RNA sequencing as there were no Nanog-GFP colonies at this point providing us a snapshot of the transcriptional dynamics before conversion to the iPSC state occurred. 

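Pre-iPSCs are cells arrested late in reprogramming, in which the Nanog-GFP reporter is silent. For this experiment they were grown for 48 h with DMSO (the control), with AA at 50 μg ml−1, with 2i (1 μM of the MEK inhibitor PD0325901 and 3 μM of the GSK inhibitor CHIR99021) or with AA+2i. RNA was sequenced from 3 biological replicates of each of the 4 conditions, labelled A, B and C, which gave 12 libraries. The authors trimmed and filtered the reads, aligned them to the annotated genes of the mm9 mouse genome and estimated the reads of each gene with RSEM, which divides a read that matches several genes among them. They deposited these expected counts, which need not be whole numbers, and the TPM (expression scaled to the same total in every library) computed from them. The expected counts of a library summed to between 16173322 and 54392719. The median was 18710765 with DMSO, 23333075 with AA, 21356431 with 2i and 21664325 with AA+2i, and the 2 deepest libraries were DMSO B (49270873) and AA B (54392719). These are reads after the authors' filtering and alignment. The 10 genes with the most counts held between 4.0% and 5.95% of a library.
From the deposited values on, the expected counts were rounded, scaled by edgeR's RLE factors (a median of ratios) and tested with edgeR's quasi-likelihood test in 1 model of the 4 conditions. The test covered the 13400 of 20325 genes with at least 10 counts in at least 3 libraries, with p-values adjusted by the Benjamini-Hochberg method, and a gene is called changed where its adjusted p was under 0.05. The paper itself used EB-seq on each condition and DMSO. Standard deviations are over the 3 replicates, and gene positions are from the annotation of the mm9 build. The libraries differed in how expression depended on the GC content of the transcripts. At a GC content of 65%, the smoothed log2 CPM (counts scaled to library size) lay 2.48 below the mean of the 12 libraries in DMSO A (a difference of −2.48) and 1.82 above it in AA+2i C, whereas at 35% the same 2 libraries differed from the mean by 1.15 and −0.77. Fits with a GC curve per library (the GC correction) are therefore given beside some of the main values.

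**Figure D1:**
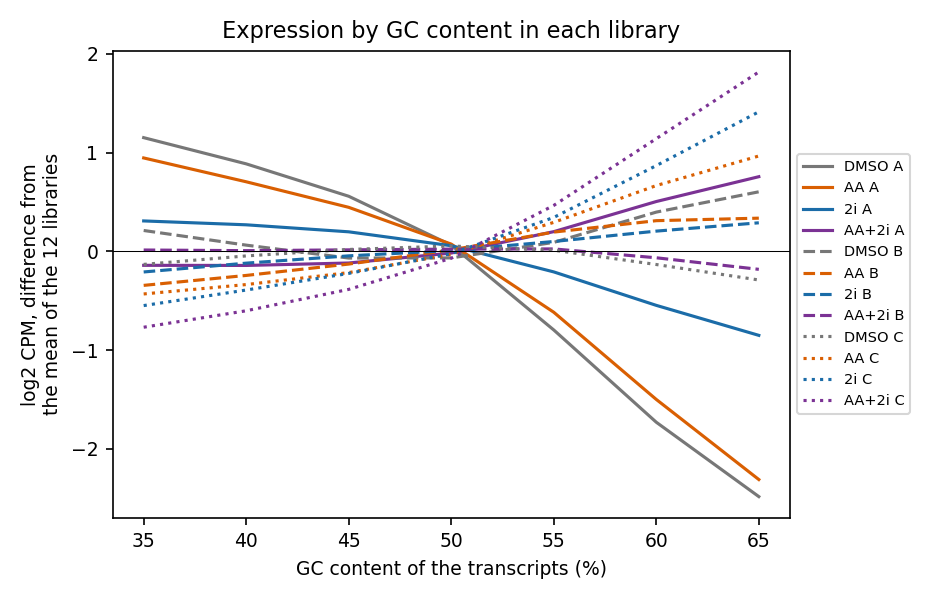
Difference in log2 CPM from the mean of the 12 libraries (vertical axis) against the GC content of the transcripts in percent (horizontal axis), as 1 smoothed curve per library, with colour for the condition and line style for the replicate. At 65% GC the curves run from −2.48 in DMSO A to 1.82 in AA+2i C, and at 50% GC they lie between −0.07 and 0.07.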

Data from three biological replicates with high correlation (Supplementary Fig. 4a) were median normalized and used for identifying genes that are differentially expressed as compared with the control DMSO condition using the EB-seq method^38^. 

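Between libraries of the same condition, Pearson's r across the 13400 tested genes, computed on log2(TPM + 1), ranged from 0.909 to 0.992 over 12 pairs, with a mean of 0.961. Libraries of different conditions that share a replicate letter were as close, with r from 0.894 to 0.986 over 18 pairs and a mean of 0.961. The 36 pairs that share neither condition nor letter had a mean r of 0.941, with the lowest at 0.818. On untransformed TPM the mean within a condition was 0.917, and on log2(TPM + 1) over all genes in the files it was 0.980. These correlations are across genes, which are not independent replicates. No library was a copy of another, since any 2 of the 12 differed in the rounded count of at least 14945 genes.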

The advantage of this method is that it computes a posterior probability for differential expression (DE) and using a threshold of 0.95, a high confidence list of modulated genes was generated (Supplementary Data 1). 

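The lists of Supplementary Data 1 were set beside the edgeR fit of the same libraries. Every listed gene that passed the count filter moved in the listed direction in that fit, which covers 305 upregulated and 254 downregulated genes with AA, 523 and 534 with 2i, and 931 and 735 with AA+2i. Fewer of them passed the adjusted threshold of edgeR's quasi-likelihood test, namely 99 up and 51 down with AA, 169 and 294 with 2i, and 457 and 456 with AA+2i. After the GC curves of the libraries were taken out, 184 up and 119 down passed with AA, 330 and 424 with 2i, and 699 and 596 with AA+2i. The fit also called genes that the paper's lists do not hold, 17 up and 12 down with AA, 44 up and 85 down with 2i, and 69 up and 135 down with AA+2i.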

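With AA, 116 genes rose and 63 fell against DMSO, and with 2i, 213 rose and 379 fell (edgeR's quasi-likelihood test, adjusted p under 0.05). At an unadjusted p under 0.05 there were 1263 genes with AA and 2151 with 2i. All 179 genes called with AA and all 592 called with 2i moved the same way in the 3 replicate letters. The letters pair the samples to some extent, judged by the deviations of 2 libraries from the means of their conditions. Their mean correlation across genes was 0.401 over the 18 pairs with the same letter, with a range from −0.588 to 0.894. Over the 36 pairs with different letters it was −0.196, which largely follows from the first mean, since the deviations within a condition cancel. When the letter was entered as a replicate block, 315 genes rose and 279 fell with AA, and 686 rose and 1096 fell with 2i. The counts were lowest without replicate B, where 0 genes passed with AA (514 at an unadjusted p under 0.05) and 1 gene passed with 2i (1009 at an unadjusted p under 0.05). Among the largest changes with AA, Serpina3k (chromosome 12, 105576696 to 105583951) was at 0 TPM in every DMSO library and at 1.05 ± 0.28 TPM with AA, a log2 fold change of 7.43 (standard error 0.99, adjusted p = 0.011, edgeR). Its count can include reads of the related Serpina3 genes beside it. Accsl on chromosome 2 (93695518 to 93709314) dropped from 1.08 ± 0.265 TPM with DMSO to 0.0267 ± 0.0252 TPM with AA, a log2 fold change of −5.04 (standard error 0.63, adjusted p = 0.00422, edgeR). Both rest on few reads, with at most 39 counts of Serpina3k and 66 of Accsl in any library. Near 0 counts, the size of a log2 change depends on the small count added before the logarithm. With an added count of 2, Serpina3k changed by 3.63, 3.10 and 3.89 in letters A, B and C. Accsl then changed by −3.17, −3.57 and −3.78.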

Transcriptional changes in both directions were observed upon exposure to AA alone (307 up versus 257 down) and 2i alone (524 up versus 537 down; Fig. 4a). There was very little overlap between the genes that are modulated by AA and 2i (Fig. 4a). This divergent transcriptional response (Supplementary Fig. 4b) provides an explanation as to why each component is individually ineffective in mediating the high rate of conversion to iPSCs. However, for the set of genes that are common to all three conditions, the presence of both AA and 2i plays a role in amplifying the magnitude of changed expression (Supplementary Fig. 4c). 

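Of the genes called with AA and of those called with 2i, 13 changed in the same direction, 3 up and 10 down, against 3.63 expected if the lists were drawn independently from the tested genes. More genes, 20, changed in opposite directions (4.28 expected), of which 15 rose with AA and fell with 2i and 5 did the reverse. With the replicate letter as a block, 102 genes changed the same way (38.95 expected) and 104 in opposite ways (40.05 expected), with the GC correction 72 and 100, and with both, where the order was reversed, 324 (178 expected) and 308 (180 expected). Piwil2 (chromosome 14, 70772287 to 70828901) is an example of the opposite kind. It was at 1.48 ± 0.39 TPM with DMSO, 11.2 ± 2.42 with AA, 0.183 ± 0.0252 with 2i and 0.767 ± 0.166 with AA+2i (SD, n = 3). The log2 fold change was 2.95 with AA (standard error 0.26, adjusted p = 0.00064, edgeR) and −2.83 with 2i (standard error 0.28, adjusted p = 0.000471, edgeR), each in the same direction in all 3 letters.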

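Across the 13400 tested genes, the log2 fold changes with AA and with 2i had a Pearson's r of 0.113. The changes with AA+2i were closer to those with 2i (r = 0.762) than to those with AA (r = 0.508). The replicate block left these at 0.0982, 0.754 and 0.493, and the GC correction at 0.0366, 0.732 and 0.457. The 3 sets of fold changes share the DMSO libraries, so noise in DMSO alone raises r and the number of genes shared in the same direction. Neither is therefore read as agreement between treatments. Genes are also not independent of each other, so no p-value is given.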

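The 13 genes called in the same direction in all 3 conditions (3 up, 10 down) were compared letter by letter with the DMSO library of the same letter. The median size of their log2 change was 2.16 ± 0.11 with AA (SD over the 3 letters), 2.52 ± 0.34 with 2i and 2.85 ± 0.26 with AA+2i. The median with AA+2i exceeded that with AA by 0.69 ± 0.35, in all 3 letters. It exceeded that with 2i by 0.33 ± 0.52, which is less than the spread between letters, with 0.89 in A, −0.12 in B and 0.23 in C. In 8 of the 13 genes the change with AA+2i was the largest of the 3. With the replicate block, 25 up and 75 down were common to the conditions, and AA+2i exceeded AA by 1.01 ± 0.17 and 2i by 0.84 ± 0.02. Of the 79 genes common to the paper's 3 lists, 64 changed more with AA+2i than with either component. The genes were chosen by passing the tests in the same libraries, so the sizes are not independent of the choice.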

In the AA+2i condition, almost half (526 up and 305 down) the genes were unique to the AA+2i condition, implying a novel synergistic response (Fig. 4a).

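With AA+2i, 526 genes rose and 591 fell (3325 genes at an unadjusted p under 0.05). Of these, 317 up (60.3%) and 317 down (53.6%) passed in AA+2i and in neither single condition in that direction (edgeR's quasi-likelihood test). Genes called both with AA and with AA+2i numbered 64 up and 26 down, and those called both with 2i and with AA+2i 148 up and 258 down. As a block, the replicate letter raised the AA+2i-only genes to 1333 up and 1232 down, of 2051 and 2178 called. Passing in one condition and not in another is not a test of the difference between them, so the departure from the sum of the AA and 2i changes on the log2 scale (the interaction) was tested for each gene. It passed for 2 genes, with 309 at an unadjusted p under 0.05, and for 4 genes with the replicate block. None of the AA+2i-only genes was among the 2 (37 of the 317 up and 20 of the 317 down at an unadjusted p under 0.05), while 2 of the 317 up were among the 4. With the GC correction and the block, 9 of the 317 up and 2 of the 317 down passed for the interaction, and with DESeq2 7 and 2, all in the direction of their change. With limma on log2(TPM + 1) 5 up and 0 down passed, also in that direction, and with the GC correction alone 0 and 0. For the median AA+2i-only upregulated gene, the log2 change was 0.50 ± 0.07 with AA, 0.67 ± 0.09 with 2i and 1.67 ± 0.10 with AA+2i, and its interaction was 0.37 ± 0.06, above 0 in every letter. The median downregulated gene had an interaction of 0.14 ± 0.09 in the direction of its change. These genes were selected for passing with AA+2i and not with AA or 2i, which by itself favours a positive interaction. The paper's AA+2i-only lists come from the same libraries and the same kind of choice, so the same holds for them. On the 510 tested genes of the paper's AA+2i-only upregulated list the interaction was 0.21 ± 0.16, above 0 in every letter. On the 304 of its downregulated list it was 0.077 ± 0.20 in the direction of the change, with −0.14 in letter B. After the GC correction these were 0.24 ± 0.03 and 0.053 ± 0.16. From the number of genes unique to AA+2i, the paper proposes a synergistic response. It names no scale for synergy, and a gene above the sum of the changes in TPM need not exceed the sum of the log2 changes.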

We applied a further twofold cutoff for expression change within the DE genes to recover the genes with the most significant change (Fig. 4b). 

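At least a 2-fold change was required of the genes passing the adjusted threshold, which left 115 up and 63 down with AA, 199 up and 336 down with 2i and 458 up and 488 down with AA+2i. With the replicate block these were 270 and 178, 397 and 628, and 1268 and 843. The 1194 genes that met both criteria in at least 1 condition were grouped by k-means on their 3 log2 fold changes into 5 clusters, as many as in Fig. 4b. They held 146, 63, 351, 121 and 513 genes. The cluster of 63 rose with 2i (mean log2 change 3.91 ± 1.46, SD over genes) and more with AA+2i (5.35 ± 1.61), and that of 351 rose by 1.42 ± 0.86 with 2i and 1.79 ± 0.78 with AA+2i. The clusters of 121 and 513 fell with 2i, by 3.31 and 1.11 on the log2 scale. With AA their mean changes were smaller, and the SDs over genes exceeded the means (−0.29 ± 1.22 and −0.40 ± 0.89).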

Gene ontology analysis revealed that regulators of cell differentiation were downregulated in response to 2i (Cluster B), whereas 2i responsive upregulated genes were enriched for Wnt signalling (Cluster A). By contrast in the presence of AA, glutathione transferase activity was enriched (Cluster D). 

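Axin2, a target of Wnt signalling (chromosome 11, 108781663 to 108812097), rose from 0.14 ± 0.08 TPM with DMSO to 6.76 ± 5.24 with 2i and 8.01 ± 3.08 with AA+2i (SD, n = 3), and was at 0.25 ± 0.118 TPM with AA. Its log2 fold change with 2i was 5.83 (standard error 0.77, adjusted p = 0.00202, edgeR), with 5.36 to 5.98 when each replicate was left out in turn. Lef1 (chromosome 3, 130813389 to 130927274), another Wnt gene, was at 0.893 ± 0.624 TPM with DMSO and 3.40 ± 1.20 with 2i. Its log2 fold change of 2.12 (standard error 0.59) had an adjusted p of 0.0719 in edgeR's test, of 0.00173 with the replicate block and of 0.0226 with the GC correction. The largest rises with 2i were those of Nkx1-2 (log2 fold change 7.72, standard error 1.10, adjusted p = 0.00299, edgeR), Slc9a9 (7.10) and Gpr83 (7.03), each starting from a DMSO mean of at most 0.02 TPM. Their sizes depend on the small count added before the logarithm. With an added count of 2, Nkx1-2 changed by 5.02, 4.42 and 5.68 in letters A, B and C, and Slc9a9 by 3.22, 2.61 and 3.74. Tac2 fell from 63.9 ± 23.1 TPM with DMSO to 0.56 ± 0.165 with 2i, a log2 fold change of −6.57 (standard error 0.40, adjusted p = 4.42e-05, edgeR). Lect1 fell from 28.0 ± 9.29 to 0.533 ± 0.0902 TPM, a log2 fold change of −5.48 with the same adjusted p. All of these moved the same way in the 3 letters.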

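Of the 22 glutathione transferase genes that passed the count filter, 18 had a positive log2 fold change with AA and 3 passed the test, all upward. With AA+2i 13 were positive and 4 passed, all upward (Gsta3, Gstk1, Gstm3 and Gstp2). With 2i 7 were positive and 1 passed, downward (Gsta1). The median over the 22 genes was 0.44 ± 0.22 with AA (SD over the 3 letters), −0.14 ± 0.41 with 2i and 0.28 ± 0.18 with AA+2i, and after the GC correction 0.31, −0.33 and 0.17. Gsta1 (chromosome 9, 78078463 to 78090491) rose from 54.4 ± 14.3 to 228 ± 50.8 TPM, a log2 fold change of 2.08 (standard error 0.27, adjusted p = 0.0048, edgeR). It fell to 14.4 ± 0.628 TPM with 2i and was at 53.5 ± 8.47 with AA+2i. Gstk1 (chromosome 6, 42195934 to 42200440) rose by 1.95 on the log2 scale (standard error 0.32, adjusted p = 0.0145, edgeR) and Gstp2 (chromosome 19, 4040291 to 4042221) by 2.83 (standard error 0.54, adjusted p = 0.0314, edgeR). With the replicate block their adjusted p-values were 0.00146, 0.008 and 0.00378. The glutathione peroxidase Gpx2, with 1 to 156 counts per library, rose by 3.45 (standard error 0.69, adjusted p = 0.0363, edgeR). Gsta1 and Gstp2 belong to families of near-identical genes whose reads RSEM divides between the copies, and neither had a whole-number count in any library, so the share of each copy is uncertain.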

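A k-means cluster of 146 genes had a mean log2 change of 2.62 ± 1.14 with AA (SD over genes), −0.22 ± 1.07 with 2i and 2.34 ± 1.35 with AA+2i. It held all 6 genes that Fig. 4b names in this group, which are Nanog, Gdf3, Dppa2, Dppa4, Dppa5a and Zfp42, and they also fell into 1 cluster with 4 clusters, while with 6 clusters Zfp42 was apart from the other 5. The cluster of 146 also held Esrrb, Gpx2 and the glutathione transferases Gsta1, Gstk1 and Gstp2. The paper found glutathione transferase activity in a separate cluster (D), which was thus not set apart here. Dppa2 rose from 0.607 ± 0.297 TPM with DMSO to 15.3 ± 3.33 with AA and 4.23 ± 0.349 with AA+2i. The log2 fold change of Dppa2 was 4.71 with AA (standard error 0.41, adjusted p = 0.00064, edgeR) and 3.05 with AA+2i (standard error 0.39, adjusted p = 0.00107, edgeR). Dppa4 was at 0.283 ± 0.248 TPM with DMSO, 5.40 ± 2.34 with AA and 1.86 ± 0.387 with AA+2i. Dppa5a, the most abundant of them, went from 53.2 ± 22.7 to 1439 ± 217 TPM with AA and to 674 ± 141 with AA+2i, while it was at 23.4 ± 3.81 with 2i. For Gdf3 the values were 3.81 ± 1.5 with DMSO, 44.4 ± 14.2 with AA, 3.30 ± 0.188 with 2i and 41.1 ± 3.17 with AA+2i. Dppa4, Dppa5a and Gdf3 passed with AA at adjusted p-values of 0.00973, 0.00064 and 0.00146 (edgeR), and with the replicate block at 0.000538, 8.05e-05 and 8.12e-05. With 2i, Dppa2 and Dppa5a were lower than with DMSO in all 3 letters, by 1.43 and 1.02 on the log2 scale (log2 fold changes of −1.43 and −1.02, adjusted p = 0.12 and 0.142, edgeR, and 0.0458 and 0.0338 with the replicate block).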

Interestingly, the cluster of genes that was strongly upregulated in AA or AA+2i (Cluster E) was not enriched for any single functional category but contained several genes related to pluripotency including *Nanog, Dppa2* and *Zfp42*.

We then compared the transcriptional response to changes during the pre-iPSC to iPSC conversion using previously published data^30^. Among genes that were twofold changed between pre-iPSCs and iPSCs, we found that the AA+2i condition (Pearson correlation 0.49) resembled the iPSC state the most as compared with AA alone (0.4) or 2i alone (0.38; Fig. 4c). Interestingly, the upregulated genes were already in an iPSC-like pattern on day 2 in the AA conditions and the most downregulated genes shared by the 2i conditions, again suggesting complementary responses of these stimuli (Fig. 4c).

### AA and 2i synergize to reconstruct the pluripotency network

Given the global nature of the transcriptional changes required for achieving the pluripotent state, we hypothesized that major components of the regulatory network associated with the pre-iPSC state need to be reset. We focused on the network that describes connectivity patterns among genes that are twofold DE in the AA+2i condition. 

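The networks of Supplementary Data 2 list 126 genes (173 connections) for the AA+2i upregulated set and 101 genes (120 connections) for the downregulated set. All of them passed the count filter and moved in the listed direction with AA+2i. The paper chose them for their change in the same libraries, so the direction is not an independent check. Of the 126, 98 passed edgeR's quasi-likelihood test and 97 of those changed at least 2-fold; of the 101, 92 passed, all at least 2-fold. After the GC correction 117 and 100 passed. The median log2 fold change per letter was 2.20 ± 0.37 for the upregulated genes and −1.83 ± 0.09 for the downregulated ones (SD over the 3 letters). The interaction between AA and 2i passed for 0 of these genes, with 15 of the upregulated and 11 of the downregulated at an unadjusted p under 0.05. With the GC correction and the block it passed for 2 upregulated genes (Ahr and Chdh), in the direction of their change, and for 2 downregulated ones (Igfbp3 and Oas1h), against it.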

As we currently lack accurate reconstructions of the cellular network in the pre-iPSC state, we utilized the STRING network^39^, which integrates both physical and functional interactions and overlaid the DE genes to obtain a dynamic snapshot on day 2 of the pre-iPSC to iPSC conversion at a stringent confidence level of 0.5 (Supplementary Data 2).

The AA+2i networks (Fig. 5a, Supplementary Fig. 5a, Fig. 6a and Supplementary Fig. 5b) were significantly enriched for interactions compared with networks generated from a random set of genes of the same size (up *z*-score=3.22541 and down *z*-score=2.68955), suggesting these genes are functionally related. Furthermore, genes that are commonly induced in AA+2i and AA are much more likely to connect to the genes that are uniquely induced in AA+2i (*z*-score of edges spanning these two gene sets=2.40702) than they are to genes that are uniquely induced in AA alone (*z*-score=1.86696; Fig. 5a and Supplementary Fig. 5c). This suggests that the common genes, which represent the core of the response to AA, are more functionally related to the remaining genes that form the AA+2i network. We observe a similar pattern of connectivity in the AA repressed and 2i-modulated sets (Fig. 6a and Supplementary Fig. 5d–f). This suggests that the genes induced or repressed uniquely in AA or 2i, and not in the AA+2i set, are less relevant to the larger transcriptional programme of cellular reprogramming.

In a network, genes (nodes) with a large number of connections, are associated with key regulatory functions. 

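In the paper's list of network connections (Supplementary Data 2), Cdh1 has 16 connections in the AA+2i upregulated network and Nanog 15, and Cyp1a1 and Rac3 follow with 9 each. Its separate list of shared nodes gives Alpl and Gapdh 9 connections, against 8 in the first list, and has the same 16 for Cdh1 and 15 for Nanog. In the AA upregulated network of 25 genes Nanog has the most, 7, and Cdh1 has 1. The connections come from the STRING database, which was not used here. Cdh1 (chromosome 8, 109127251 to 109194146) was at 43.2 ± 9.89 TPM with DMSO, 92.4 ± 8.92 with AA, 53.4 ± 6.14 with 2i and 123 ± 21.5 with AA+2i (SD, n = 3). The log2 fold change of Cdh1 was 1.13 with AA (standard error 0.20, adjusted p = 0.018, edgeR) and 1.71 with AA+2i (standard error 0.20, adjusted p = 0.000683, edgeR), and with the replicate block the adjusted p-values were 0.00655 and 0.000188. For Nanog the log2 fold change with AA+2i was 3.23 (standard error 0.36, adjusted p = 0.000499, edgeR).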

Strikingly, when we ranked the nodes in the AA+2i upregulated network, Nanog was the most highly connected and was already part of the AA alone network (Fig. 5b and Supplementary Data 2). Kdm3b was a key effector of the AA phase (Fig. 3d). We found that *Nanog* upregulation was severely diminished upon knockdown of *Kdm3b* in the presence of AA (Fig. 5c). Further, functionally, *Nanog* overexpression could partially replace AA function in 2i-mediated conversion of pre-iPSC to iPSC (Fig. 5d and Supplementary Fig. 5g), thus strengthening the predictions of our network analysis. Given this important role for Nanog, we also tested whether the members of the Nanog–proteomic interaction network were concomitantly upregulated in any condition but did not find a significant overlap (Supplementary Fig. 5h, i).

To examine how the network is reconstructed, we compared the upregulated genes to known regulators of stem cell maintenance. 

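The genes that Fig. 5e names were taken in the groups the figure puts them in, by the condition that raises them. The paper drew these groups from its lists of the same libraries, so the pattern of each group is not independent of the choice. The 12 genes of the group for AA and AA+2i all rose with AA, 9 of them past the adjusted threshold of edgeR's test, with a median log2 change of 3.37 ± 0.20 with AA (SD over the 3 letters), −0.41 ± 0.44 with 2i and 3.04 ± 0.49 with AA+2i. Of the 5 genes of the AA group, 4 passed with AA (median 1.86 ± 0.23) and 1 with AA+2i (0.21 ± 0.38). With 2i their median was −1.28 ± 0.40, and 2 passed downward. The 9 genes of the group for 2i and AA+2i had medians of 0.44 ± 0.11 with AA, 1.62 ± 0.11 with 2i and 1.61 ± 0.28 with AA+2i, and 2 passed with 2i and 4 with AA+2i. For the 5 genes of the 2i group the median was −0.68 ± 0.26 with AA, 1.49 ± 0.30 with 2i, with 2 passing, and 0.50 ± 0.15 with AA+2i. In the group of 16 genes for AA+2i, the median was 0.34 ± 0.09 with AA, 0.76 ± 0.07 with 2i and 1.60 ± 0.40 with AA+2i, 7 genes passed upward with AA+2i and 1 with 2i alone, and Gata1 passed downward (log2 fold change −2.05, standard error 0.40, adjusted p = 0.00941, edgeR). With the GC correction, 7 genes of the group for 2i and AA+2i and 9 of the group for AA+2i rose past the threshold in AA+2i, and 6 of the latter group did so with 2i alone. In the main edgeR test the interaction between AA and 2i passed for 0 genes in every group. It had an unadjusted p under 0.05 for 2 genes of the AA group, 1 of the group for 2i and AA+2i and 2 of the group for AA+2i. With limma on log2(TPM + 1) it passed for 1 gene, Piwil2 of the AA group (−1.72, adjusted p = 0.0313, limma).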

AA alone is able to increase expression of pluripotency genes such as *Nanog, Utf1* and *Zfp42* (Fig. 5e). However, upregulation of *Tcfcp2l1* and *Klf2* required 2i (Fig. 5e). 

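Nanog (chromosome 6, 122657507 to 122664651) was at 4.41 ± 2.37 TPM with DMSO, 17.8 ± 1.54 with AA, 6.08 ± 1.01 with 2i and 36.6 ± 4.62 with AA+2i (SD, n = 3). With AA, the log2 fold change was 2.02 (standard error 0.34, adjusted p = 0.0168, edgeR), between 1.79 and 2.62 when each replicate was left out, and with the replicate block the adjusted p was 0.00894. With 2i it was 0.62 (standard error 0.34, adjusted p = 0.409, edgeR), upward in 2 of the 3 letters. Zfp42 (chromosome 8, 44380422 to 44392363) rose from 2.37 ± 0.698 TPM to 15.8 ± 4.07 with AA, a log2 fold change of 2.77 (standard error 0.37, adjusted p = 0.00533, edgeR). It was at 6.71 ± 0.816 TPM with AA+2i (log2 fold change 1.72, standard error 0.36, adjusted p = 0.0137, edgeR) and at 1.08 ± 0.347 with 2i. Utf1 (chromosome 7, 147129688 to 147131011) varied between replicates, with 0.18, 2.63 and 14.82 TPM in AA A, B and C, against 0, 0.2 and 0 with DMSO. A log2 fold change with AA of 5.87 (standard error 1.70) had an adjusted p of 0.171 in edgeR's test, 0.0499 with the replicate block and 0.0175 with the GC correction, and its transcripts have a GC content of 63.6%.

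**Figure D2:**
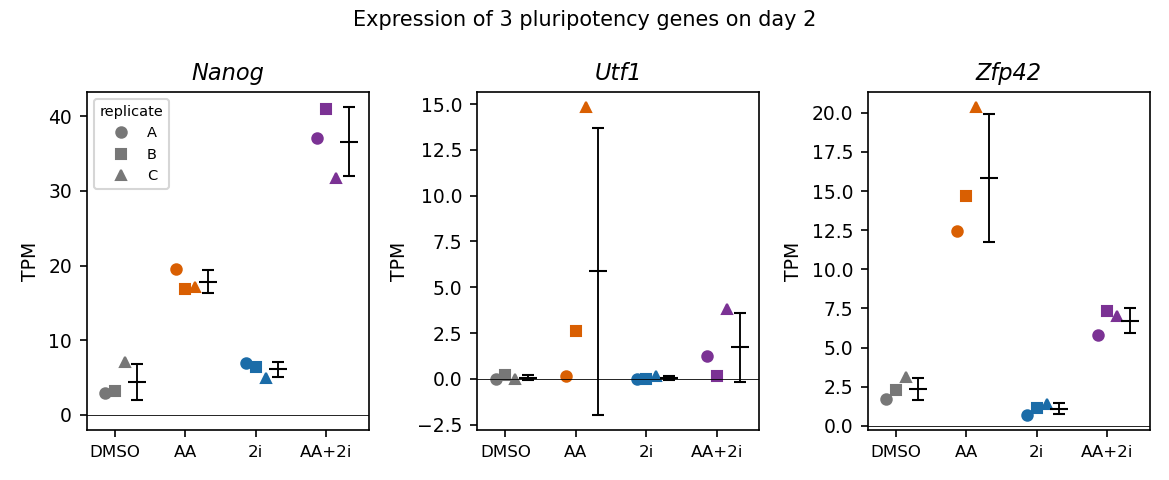
TPM (vertical axes, linear from 0) of Nanog, Utf1 and Zfp42 in the 4 conditions (horizontal axes), with 1 symbol per replicate (A, B and C) and, beside them, a bar for the mean with whiskers of 1 SD over the 3 replicates, which reach below 0 where the SD exceeds the mean. Nanog and Zfp42 are higher in all 3 AA libraries than in any DMSO library, whereas Utf1 with AA runs from 0.18 to 14.82 TPM.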

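Tcfcp2l1 (chromosome 1, 120524522 to 120581744) was at 8.98 ± 1.19 TPM with DMSO, 16.1 ± 5.20 with AA, 35.6 ± 12.0 with 2i and 53.6 ± 17.2 with AA+2i (SD, n = 3). The log2 fold change of Tcfcp2l1 was 2.14 with 2i (standard error 0.30, adjusted p = 0.00267, edgeR), 2.74 with AA+2i (standard error 0.30, adjusted p = 0.000499, edgeR) and 0.84 with AA (standard error 0.29, adjusted p = 0.282, edgeR). The change with AA was upward in all 3 letters, and its adjusted p was 0.0411 with the replicate block and 0.00807 with the GC correction. Klf2 (chromosome 8, 74842932 to 74845555) was at 6.59 ± 0.696, 11.7 ± 5.52, 19.0 ± 11.2 and 56.5 ± 34.0 TPM in the same order. The log2 fold change of Klf2 was 1.74 with 2i (standard error 0.58, adjusted p = 0.137, edgeR) and 3.37 with AA+2i (standard error 0.61, adjusted p = 0.00671, edgeR). With the replicate block Klf2 passed with 2i (adjusted p = 0.00697, edgeR). The GC content of its transcripts is 61.6%, and with the GC correction the log2 fold changes were 0.58 with 2i (adjusted p = 0.582, edgeR) and 1.78 with AA+2i (adjusted p = 0.06, edgeR). With the GC correction and the block they were 0.82 with 2i (adjusted p = 0.247, edgeR) and 2.08 with AA+2i (adjusted p = 0.00889, edgeR).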

Both AA and 2i are required for increased expression of *Esrrb, Tbx3* and *Tcf3* (Fig. 5e). 

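Esrrb (chromosome 12, 87702067 to 87862578) was at 0.23 ± 0.08 TPM with DMSO, 0.687 ± 0.465 with AA, 0.213 ± 0.0666 with 2i and 2.53 ± 0.20 with AA+2i (SD, n = 3), with 8 to 155 counts per library. Its log2 fold change was 3.70 with AA+2i (standard error 0.54, adjusted p = 0.00211, edgeR) and 1.66 with AA (standard error 0.52, adjusted p = 0.228, edgeR, and 0.0335 with the replicate block), upward in all 3 letters. With 2i it was 0.12 (standard error 0.56, adjusted p = 0.918, edgeR), and −0.11 with the GC correction. The interaction of Esrrb was 1.92 (standard error 0.74) and above 0 in all 3 letters, with an unadjusted p of 0.0239 and an adjusted p of 1 in edgeR's test, or 0.43 with the replicate block. Tbx3 (chromosome 5, 120120678 to 120134733) was at 0.107 ± 0.0513, 0.18 ± 0.108, 0.83 ± 0.661 and 2.75 ± 1.91 TPM in the same order. It rose with 2i in all 3 letters (log2 fold change 3.28, standard error 0.88, adjusted p = 0.0632, edgeR, 0.000894 with the replicate block and 0.0356 with the GC correction) and with AA+2i (5.08, standard error 0.90, adjusted p = 0.00608, edgeR). Tcf3, listed in the files as Tcf7l1 (chromosome 6, 72576372 to 72739248), was at 14.9 ± 7.62, 23.5 ± 14.0, 30.8 ± 10.6 and 38.5 ± 9.23 TPM. With AA+2i, the log2 fold change was 1.62 (standard error 0.58, adjusted p = 0.113, edgeR, and 0.00947 with the replicate block). It was 0.77 with the GC correction (adjusted p = 0.0114, edgeR), where the change with 2i was 0.73 (adjusted p = 0.0215, edgeR). The interactions of Tbx3 (0.97, standard error 1.20) and Tcf7l1 (−0.37, standard error 0.79) were smaller than their standard errors. That of Tbx3 was above 0 in all 3 letters (1.05, 1.74 and 0.95), and with the replicate block it was 1.15 (standard error 0.50, adjusted p = 1, edgeR).

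**Figure D3:**
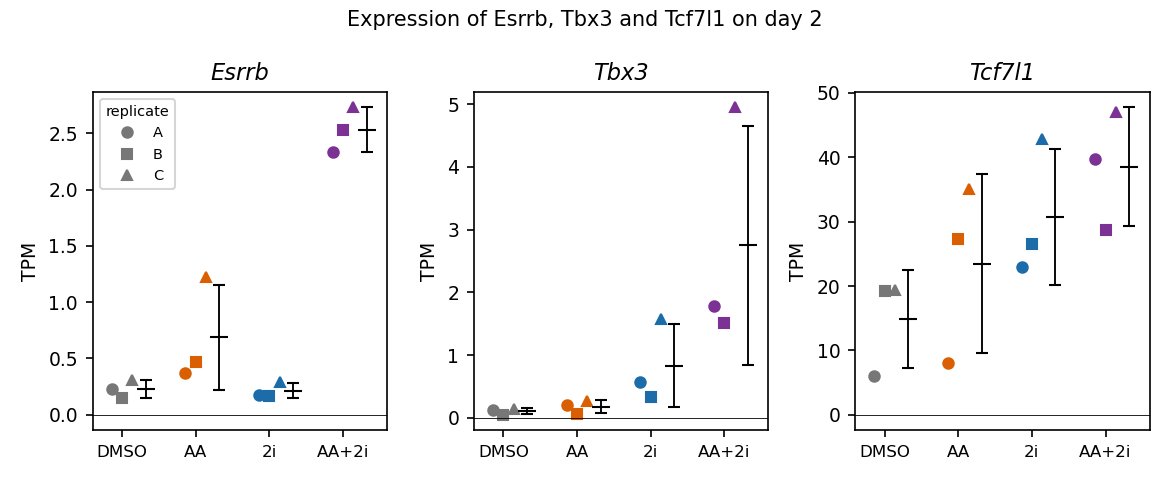
TPM (vertical axes, linear from 0) of Esrrb, Tbx3 and Tcf7l1 in the 4 conditions (horizontal axes), with 1 symbol per replicate (A, B and C) and, beside them, a bar for the mean with whiskers of 1 SD over the 3 replicates. The 3 AA+2i libraries of Esrrb lie between 2.33 and 2.73 TPM, above every other library, whereas Tcf7l1 differs from 6.06 to 19.33 TPM within DMSO.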

Endogenous *Oct4* and *Sox2* were upregulated in AA conditions, whereas *Klf4* uniquely responded to 2i (Supplementary Fig. 5j). The expression of the reprogramming factors from the exogenous loci was repressed by day 2 in all conditions (Supplementary Fig. 5k). Thus, although from a global perspective (Fig. 4c) it appears that 2i is the driver of downregulating gene expression, there are important pluripotency genes that require 2i to upregulate expression.

Since several of these network components are reciprocally regulated, we next performed a time course to determine when representative genes of this multi-part rewiring were upregulated. An increase in AA-dependent *Nanog* expression was observed by 24 h (Fig. 5f). 2i-dependent *Tcfcp2l1* was upregulated within 4 h (Fig. 5f). Increased *Esrrb* expression was observed only 48 h after AA+2i treatment. Similar levels were reached when the cells were switched from AA media for 48 h to 2i exposure (Fig. 5g). This suggests that the two components can act sequentially to elevate levels of DE genes from the AA+2i condition.

### Downregulation of key nodes is functionally important

The most highly connected nodes in the AA+2i downregulated network, *Egfr*, *Igfbp3* and *Tgfβr2*, belonged to the growth-related signalling pathways (Fig. 6a) concurring with our gene ontology analysis (Fig. 4b). 

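Egfr (chromosome 11, 16652206 to 16818161) was at 59.3 ± 22.4 TPM with DMSO, 41.8 ± 22.9 with AA, 18.7 ± 6.76 with 2i and 14.6 ± 5.41 with AA+2i (SD, n = 3). Its log2 fold change with AA+2i was −1.82 (standard error 0.42, adjusted p = 0.024, edgeR) and with 2i −1.49 (standard error 0.42, adjusted p = 0.078, edgeR), and both passed with the replicate block (adjusted p = 0.000118 and 0.000573, edgeR), as did the change with 2i after the GC correction (0.00888). Igfbp3 (chromosome 11, 7106089 to 7113926) went from 82.4 ± 19 TPM to 49.5 ± 7.23 with AA, 16.1 ± 1.13 with 2i and 22.1 ± 2.03 with AA+2i. With 2i, the log2 fold change was −2.15 (standard error 0.22, adjusted p = 0.000575, edgeR) and −1.67 with AA+2i (standard error 0.22, adjusted p = 0.00119, edgeR). For Tgfbr2 (chromosome 9, 115993415 to 116084383) the means were 42.2 ± 4.83, 35.3 ± 5.12, 15.8 ± 1.85 and 13.8 ± 2.37 TPM in the order DMSO, AA, 2i and AA+2i, with a log2 fold change of −1.42 in AA+2i (standard error 0.16, adjusted p = 0.000591, edgeR). In the connections that Supplementary Data 2 lists for the AA+2i downregulated network, Egfr has the most (16), followed by Cd44 and Itgb1 (11 each) and Edn1 (10), while Igfbp3 has 4 and Tgfbr2 has 3.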

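Supplementary Data 2 gives Egfr 8 connections in the 2i downregulated network and Igfbp3 5, out of 66 among 66 genes, and the most connected gene there is Edn1 with 9. Tgfbr2 fell with 2i by 1.23 on the log2 scale (a log2 fold change of −1.23, standard error 0.16, adjusted p = 0.00202, edgeR, and 0.000346 with the replicate block). The changes of Egfr and Igfbp3 with AA alone were −0.47 (standard error 0.41, adjusted p = 0.936, edgeR) and −0.69 (standard error 0.21, adjusted p = 0.215, edgeR), both downward in the 3 letters. That of Igfbp3 passed with the replicate block (adjusted p = 0.0339, edgeR) and with the GC correction (0.00697).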

For these nodes, several of the connections are already found in the 2i network (Fig. 6b). 2i is a pleiotropic factor that is likely to have several downstream effects and it is unlikely that repressing any one node would be able to replace 2i function completely. Nonetheless, we tested whether the downregulation of these nodes had a functional role in reprogramming, by measuring their ability to replace 2i function at least partially. 

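Egr1 (chromosome 18, 35020861 to 35024638), an immediate early gene downstream of MEK, was at 63.66, 116.4 and 31.95 TPM in DMSO A, B and C, and at 0.22, 2.72 and 2.32 TPM with 2i. Its log2 fold change with 2i was −5.05 (standard error 1.39), with an adjusted p of 0.0703 in edgeR's test, 0.0228 with the replicate block and 0.0168 with the GC correction, and it stayed between −5.66 and −4.54 when each replicate was left out. With AA+2i its level differed between replicates, with 0.35, 12.55 and 54.76 TPM, and the log2 fold change of −1.26 (standard error 1.17) had an adjusted p of 0.47 (edgeR). By the paper's own medians in Supplementary Data 1, the log2 ratio of Egr1 with 2i to DMSO is −4.57, which ranks 20 among the 537 downregulated genes, while Tac2 at −6.57 ranks 10 and Lect1 at −5.57 ranks 12.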

We chose Egfr: the most highly connected in the AA+2i down network; Igfbp3: key node from the Igf signalling pathway that has not been previously implicated in reprogramming and Egr1: the most downregulated gene in the 2i condition (Supplementary Data 1 and Supplementary Fig. 6a). Remarkably, as compared with AA alone, depletion of any of these transcripts by siRNA-mediated knockdown (Supplementary Fig. 6b) led to up to a fourfold increase in reprogramming efficiency in the simultaneous condition (Fig. 6c) and a greater than fivefold increase in the switch condition (Fig. 6d). Combining knockdowns of all three factors led to cell death. Taken together, these results imply that high expression of the highly connected nodes downregulated by 2i acts as a barrier to reprogramming.

### Lower growth factor signalling activates pluripotency genes

To determine how much of this rewiring represented late stages of reprogramming from fibroblasts and was not exclusive to the state represented in the stalled intermediates, we compared the key nodes from RNA profiling of Thy1^−^SSEA^+^ intermediate cell populations by Polo *et al*.^4^ (Supplementary Fig. 6c). As expected, genes from the pluripotency network were activated late in reprogramming. Remarkably, the highly connected repressed genes were also downregulated in the day 9-to-day 12 transition in fibroblasts, at the same time interval that the pluripotency genes were upregulated (Supplementary Fig. 6c). Thus, reprogramming routes taken by intermediate populations isolated on the basis of their cell surface markers also repress these signalling genes late in the process concomitant with the increase in the pluripotency genes (Supplementary Fig. 6c). These observations provided the intriguing possibility that the downregulation of the repressed nodes may be required for the activation of the pluripotency genes.

To test this hypothesis, we chose to examine the effect on *Esrrb*, as its activation required both the AA and 2i inputs (Fig. 5g). We first validated that Esrrb was a key mediator for AA- and 2i-mediated reprogramming. Depletion of *Esrrb* (Supplementary Fig. 6b) in the switch system led to a significant decrease in reprogramming efficiency (Fig. 7a), confirming its importance in the transition to the iPSC state. Among the AA responsive genes, we depleted *Nanog* (Fig. 7b) and found that *Esrrb* levels correspondingly decreased (Fig. 7b). As we had identified Egfr, Egr1 and Igfbp3 as key nodes that could partially replace 2i function, we tested whether depleting any of these genes had an effect on *Esrrb* expression. Surprisingly, upon knockdown of *Egfr* in the presence of AA, there was up to a twofold upregulation in *Esrrb* levels (Fig. 7c). Thus, high *Egfr* levels play an active role in suppression of pluripotency genes such as *Esrrb*, to block reprogramming which is relieved by 2i.

From our studies, we found that *Kdm3b* (Fig. 3d), *Egfr* (Fig. 6c,d) and *Esrrb* (Fig. 7a) all played important roles in the pre-iPSC to iPSC conversion. We then wanted to test if the expression levels of these key factors were interconnected. Therefore, we depleted *Kdm3b*, *Egfr* and *Esrrb* in the context of AA, AA to 2i and AA+2i conditions. Lowering *Kdm3b* levels significantly downregulated the expression of *Esrrb* in all three conditions, presumably through downregulation of *Nanog* (Fig. 7b,d). Conversely, depletion of *Egfr* strikingly increased *Esrrb* levels in the AA alone condition (Fig. 7d and Supplementary Fig. 7b). It is important to note here that similar to results obtained from the RNA-Seq (Supplementary Fig. 6c) and time-course experiments (Supplementary Fig. 6a), we found that especially in the presence of 2i, *Egfr* levels were lowered (Supplementary Fig. 7a). Therefore, it was not possible to achieve a much further reduction in *Egfr* levels by siRNA-mediated knockdown in the AA+2i conditions (Supplementary Fig. 7a). The levels of *Egfr* and *Kdm3b* were not reciprocally regulated. Finally, depletion of *Esrrb* did not affect the levels of *Egfr*.

## Discussion

Using our two-component system, we are able to gain a clearer picture of how the pluripotency network is rewired during the late stages of reprogramming as represented by the pre-iPSC to iPSC transition. Our results demonstrate that as the iPSC state is reached, pluripotency genes are activated in three separate modules- responsive to chromatin changes, responsive to signal inhibition or requiring both activities (Fig. 7e).

H3K9 methylation and DNA methylation are repressive marks that often occur together and are dependent on each other^40^. From our results, it is clear that the H3K9 demethylase Kdm3b is essential to the early AA phase, when global levels of also 5hmC increase. Several of the upregulated genes also occurred at contiguous genomic locations: *Nanog, Dppa3, Gdf3, Apobec1* (chr 6); *Dppa4* and *Dppa2* (chr 19); *Dppa5a* and *Ooep* (chr 9). 

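In the annotation of the mm9 build, Apobec1 (122527810 to 122552462), Gdf3 (122555421 to 122560105), Dppa3 (122576428 to 122580290) and Nanog lie in this order on chromosome 6. Dppa4 (48283848 to 48294405) and Dppa2 (48310590 to 48319836) are on chromosome 16, and Dppa5a (78214859 to 78215984) and Ooep (78223916 to 78226532) on chromosome 9. With AA, Gdf3 changed by 3.59 on the log2 scale (standard error 0.37), Dppa3 by 3.47 (standard error 0.88, adjusted p = 0.105, edgeR) and Apobec1 by 0.59 (standard error 0.21, adjusted p = 0.335, edgeR), upward in all 3 letters in each case. Dppa3, with 1 to 204 counts per library, was at 0.173 ± 0.121 TPM with DMSO and 1.64 ± 1.35 with AA, and passed with AA+2i (13.8 ± 5.21 TPM, log2 fold change 6.75, standard error 0.86, adjusted p = 0.00103, edgeR). With the replicate block the adjusted p of Dppa3 with AA was 0.00487 and that of Apobec1 0.169. The GC correction gave Apobec1 an adjusted p of 0.0441. Ooep rose from 34.9 ± 16.4 to 120 ± 29.2 TPM with AA (log2 fold change 1.78, standard error 0.36, adjusted p = 0.0366, edgeR). It fell to 8.63 ± 0.0611 TPM with 2i (log2 fold change −1.86, standard error 0.36, adjusted p = 0.0157, edgeR) and was at 37.1 ± 6.03 with AA+2i.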

Since H3K9me2 occurs in large genomic blocks^41^, this result suggests that AA exposure may allow the spreading of the erasure of this mark. Interestingly, depletion of Kdm3b was also found to diminish human reprogramming^42^ in an unbiased screen, suggesting conservation of mechanism of action between these systems. In contrast to ESCs, during the late stage of reprogramming, exposure to AA but not 2i increases 5hmC levels. Although a recent report suggested that Tet function is required for the mesenchymal-to-epithelial transition^34^, our results support the requirement for Tet function during the late stages of pluripotency^35^.

Nanog, which has a central role in reprogramming, is highly connected in the AA+2i upregulated network. Two of its connected edges, *Utf1* and *Dppa2*, are upregulated in the AA or AA+2i conditions by day 2. These genes have been implicated as better prospective markers of reprogramming in a population^43^, and also represent the stabilization phase of the reprogramming process^44^. However, their upregulation was insufficient to reach high levels of reprogramming efficiency, highlighting the importance of the 2i contribution to reaching the iPSC state. Pluripotency genes that are activated following exposure to 2i include *Klf4* and *Tcfcp2l1*. *Tcfcp2l1* has recently been described as a key player in responsiveness to LIF in ESCs^45^,^46^, which is a necessary component in our medium for successful reprogramming. Of note neither of these genes is significantly changed in expression when ESCs are switched from growth in serum to growth in 2i^23^.

Growth factor signalling inhibition can maintain ESCs in the pluripotent state by preventing differentiation cues^20^. Similarly, we find that in the late stage of reprogramming repressing highly connected downregulated genes could replace 2i function, albeit partially, by enhancing activation of pluripotency genes. This suggests that other genes that are activated by 2i such as the Wnt-related *Axin2* likely play a role in establishing pluripotency. Interestingly, it was recently shown that *Egr1* was also an impediment for human reprogramming^47^. Together these results point to specific growth factor signalling as a common barrier to reprogramming.

Several reprogramming strategies employ components of 2i as part of the media. In an interesting parallel to our system, in chemically derived iPSCs^48^, the addition of 2i is the very last step and is preceded by the addition of the chemical DZNep, a histone methyltransferase inhibitor. Although we did not observe any changes in Mbd3 levels, the deterministic conversion of somatic cells to iPSCs in the absence of the chromatin regulator Mbd3 (ref. 49) occurs only in the presence of 2i. In addition, several protocols to recover and support naïve human reprogramming also utilize 2i^50^,^51^,^52^. While this paper was under review, two recent publications reported that AA in combination with the GSK inhibitor alone^14^ or in addition to a TGF-β inhibitor^13^ resulted in high efficiency of reprogramming from different somatic precursor cell types and moderate levels from MEF reprogramming populations. Significantly, similar to our results (Fig. 1), MEF reprogramming was further enhanced by the addition of the MEK inhibitor^13^. The AA+GSKi effects were attributed to the conversion of early intermediates that have not yet gained the SSEA cell surface marker. As our pre-iPSCs already express the SSEA marker, these results suggest that the contributions of each of the 2i components may differ at early and late stages of reprogramming^42^. Our data complement these studies and we have now begun to delineate the molecular mechanisms that are likely to contribute to all these systems.

## Methods

### Cell culture

Male and female MEFs were isolated from E13.5 embryos from time-mated mice. Fibroblasts and astrocytes, used for deriving pre-iPSCs, were heterozygous for R26 rtTA and contained the four reprogramming factors in a single cassette with one allele in a OKSM^28^ and the other in a OSKM^29^ configuration. MEFs used for sorting experiment and second replicate of adult fibroblasts were heterozygous for R26 rtTA and homozygous for the OKSM allele. MEFs were maintained in Knockout DMEM (Life Technologies) supplemented with 10% fetal bovine serum (FBS), penicillin–streptomycin, Glutamax and non-essential amino acids (NEAA). For tail-tip and dermal fibroblast isolation, tail skin was placed dermal-side down in Trypsin-EDTA overnight at 4 °C. The dermis was separated from the epidermis and dermal tissue placed on gelatin-coated 6-cm plates under coverslips in fibroblast growth medium. For ear fibroblast isolation, ear pieces were placed in trypsin-EDTA at 37 °C for 1 h with regular vortexing and then placed under coverslips on gelatin-coated plates in fibroblast growth medium. Astrocytes were isolated from d4 post-natal pups. Cortices were mechanically dissociated and plated on 10-cm tissue culture-treated plates in DMEM+10% FBS supplemented with penicillin (50 U ml^−1^) streptomycin (50 μg ml^−1^), Glutamax (1 × ) and NEAA (1 × ) for 4 days then FBS was reduced to 1%.

### Reprogramming

Reprogramming was performed in ESC media: Knockout DMEM (Life Technologies) supplemented with 15% FBS, penicillin–streptomycin, Glutamax, NEAA and LIF. Reprogramming was initiated with the addition of 2 μg ml^−1^ of dox for 3 days followed by treatment of AA (Sigma; 50 μg ml^−1^) and 2i: 1 μM PD-0325901 (Stemgent) and 3 μM CHIR-99021 (Stemgent) with dox, at 3 day intervals. Pre-iPSC lines were derived as previously described in Sridharan *et al*.^6^ Briefly, *Nanog*-GFP reporter MEFs were transduced with pMX retroviruses encoding Oct4, Sox2, c-Myc and Klf4 in ESC media. Colonies with ESC-like morphology and without GFP expression were picked and maintained for several generations in ESC media. Astrocyte pre-iPSCs were derived from mice that did not have the Nanog-GFP reporter and were isolated by immunostaining for Nanog. Pre-iPSCs conversion was initiated with 2 × 10^5^ cells per well in gelatinized six-well plates. AA- or 2i-containing ESC media were replaced at 3-day intervals or 2-day intervals for temporal experiments (Fig. 2). Cells were passaged on day 4, harvested on day 10 for analysis by flow cytometry or counts of immunostained Nanog-positive colonies. Experiments were performed in biological triplicates. Media were supplemented with 3 μM 5-Azacytidine (Acros Organics) in indicated experiments.

### Flow cytometry

For FACS analysis, cells were harvested with trypsin into single-cell suspensions and analysed on a FACS Canto II (BD Biosciences) or Accuri. Data were analysed using the FlowJo software (TreeStar). SSEA-positive and Thy-negative MEFs were sorted on BD FACS ARIA III using PE-conjugated Thy1.2 (eBioscience #12-0903-81) and Alexa Fluor 647-conjugated SSEA-1 (BioLegend #125608) antibodies.

### *In vitro* differentiation

Cells were plated at 2 × 10^4^ cells per cm^2^ on gelatin-coated six-well plates in ESC media overnight. Media were changed to chemically defined media^53^ with varying growth factors or small molecules for directed mesoderm ((BMP4 (20 ng ml^−1^), Activin A (2 ng ml^−1^) and Wnt3a (3 ng ml^−1^); Gata2, endoderm (phorbol myristic acetate (TPA) 50 nM; Gata4, Sox17 and FoxA2) and ectoderm (all *trans*-retinoic acid; 10^−5^ M)) differentiation (Pax6). Cells were differentiated in FBS-containing media (IMDM+15% FBS, penicillin (50 U ml^−1^), streptomycin (50 μg ml^−1^), Glutamax (1 × ) and 1-thioglycerol (4.5 × 10^−4^ M)). Differentiations were analysed on day 7 by reverse transcription–PCR.

### Teratoma formation

Teratoma formation was performed essentially as in Yu *et al*.^54^ Briefly, C.B-17/IcrHsd-PrkdcscidLystbg (6- to 7-week-old females) were purchased from Harlan Laboratories.

Approximately 1 million cells in 200 μl of each iPSC clone were injected into intramuscular hind leg of three mice. Teratomas were removed 2.5 weeks after injection before exceeding 2 cm in diameter, rinsed in PBS and placed in 10% formalin for histology performed in the UW-Veterinary school.

### 5hmc/5mC dot blots

5hmC and 5mC dot blots were performed essentially as in Szulwach *et al*.^55^ Briefly, cells were lysed overnight and DNA was precipitated, and quantified by QuBit. Samples were cross-linked onto a nitrocellulose membrane and blotted with 5hmC (1:10,000) or 5mC (1:5,000) (Active Motif 39770 and 61228, respectively) overnight at 4 °C and detected with chemiluminiscence.

### Immunofluorescence

Immunofluorescence was performed essentially as in Sridharan *et al*.^6^ Antibodies used were Nanog (1:100; CosmoBio Co RCAB0002P-F), Esrrb (1:200; R&D Biosystems H6075), Pecam1 (1:100; BD Bioscience 557355).

### siRNA transfection

Sets of four different siRNAs were purchased from Dharmacon and transfected using lipofectamine–RNAi max (Life Technologies) according to the manufacturer’s instructions. Of the set of four siRNAs, the one producing the most efficient knockdown was used in reprogramming experiments at a final concentration of 20–50 μM: Tet1 MU-062861-11-0002, Tet2 MU-058965-07-0002, Tet3 MU-054156-11-0002, Kdm3a MU-056510-01-0002, Kdm3b MU-065381-02-0002, Kdm3b J-065381-06-0002, Kdm3c MU-062872-04-0002, Ehmt1 LU-059041-01-003, Ehmt2 MU053728-003, Egfr MU-040411-01-0002, Egfr MU-040411-02-0002, Egfr MU-040411-04-0002, Egr1 MU-040286-03-0002, Igfbp3 MU-046554-01-0002, Igfbp3 MU-046554-04-0002, Nanog MU-057004-02-0002, Essrb MU-059177-01-0002, Essrb MU-059177-02-0002 or non-targeting Luciferase control D-001210-02.

### Quantitative reverse transcription–PCR

To test knockdown efficiency during reprogramming or transcript levels after *in vitro* differentiation, RNA was harvested 2 days after transfection and processed with Qiagen (#74104) or Zymo research kits (R2052) and quantitative real-time reverse transcription—–PCR was performed with gene-specific primers listed below. Reprogrammed clones were tested for lack of exogenous expression and increased endogenous expression of reprogramming factors.

List of primers used:

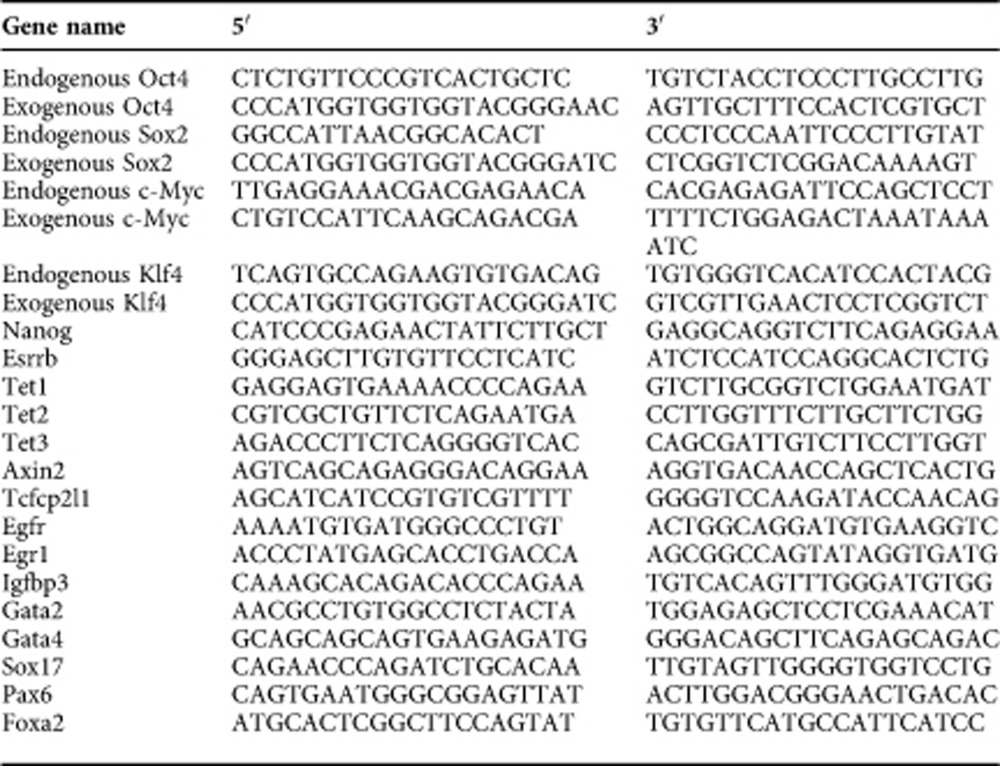

### Expression profiling

RNA was extracted from cells treated with DMSO, AA, 2i or AA+2i using Qiagen RNeasy Mini Kit (#74104) and quantified using Qubit. Single-end cDNA library was constructed using TruSeq RNA Sample Preparation kit RS-122-2001 (Illumina) according to the manufacturer’s instructions. Samples were multiplexed and sequenced on a HiC2000 at the University of Wisconsin—Biotechnology Center. Experiments were performed in biological triplicate.

### RNA-Seq analysis and computational analysis

Greater than 25 million 100 bp reads were sequenced per sample. Sequence reads were trimmed (first 10 bp were removed) in order to remove GC bias at the beginning of each read. Six-basepair Illumina adapter sequences were clipped and processed reads were filtered to only retain high-quality sequences (>30 quality score determined by Fastx). Processing and filtering of sequence reads were performed using Fastx Toolkit (Fastq Trimmer- Trimming, Fastq Clipper—Adapter removal, and Fastq Quality Filter—Exclusion of low quality reads). Accepted sequences were aligned to mouse reference genome (mm9) constructed to include only annotated genes (that is, NM_ RefSeqs) by Bowtie2 alignment with a mismatch per seed set to 2 and seed length set to 28. Gene expression of aligned reads was quantified using RSEM with a forward probability of 0.5 (ref. 56). As the three biological replicates had a high correlation, the median of the data is presented in Supplementary Data 1. DE was calculated using EB-Seq programme^38^, which uses a Bayes approach to calculate the distribution of expression. This model assigns posterior probability for individual genes expression pattern, so that thresholds can be used to reduce false discovery rates. Genes were considered differentially expressed with a posterior probability greater than 0.95. Data have been deposited in the GEO database, accession code GSE58836.

K-means clustering was performed using Gene Cluster 3.0 and visualized by Java TreeView. Identification of enriched functional annotation for individual clusters were determined by DAVID Bioinformatics Resources^57^. Furthermore, Genes associated with Gene Ontology term Stem Cell Maintenance (GO:0019827) with additional information from Golipour *et al*.^44^ were overlapped with treatment-specific DE genes. DE genes were compared with published iPSC and pre-iPSC data sets from Sridharan *et al*.^30^

### Network analysis

Networks were generated by overlaying DE genes that were further induced (UP) or repressed (DOWN) by twofolds in AA, 2i or AA+2i conditions on to the STRING database^39^. The STRING database (http://string.embl.de/newstring_cgi/show_input_page.pl?UserId=l9EpVn3Ktnei&sessionId=ojR_97V0pL3q) is a collection of known and predicted protein–protein interactions, which quantitatively collates data from (i) genomic contexts, (ii) high-throughput experiments including proteomic data and ChIP-Seq data, (iii) co-expression data from RNA-Seq and microarray data and (iv) literature parsing of full publications. The database contains information on almost 5 million proteins from 1,133 organisms. Depending on the evidence from gene fusion, co-occurrence, co-expression, direct experimental evidence and text mining each putative interaction between two proteins is given a confidence score. We downloaded the network (http://string-db.org/newstring_download/protein.links.detailed.v9.1/10090.protein.links.detailed.v9.1.txt.gz) and retained any edge that had a high confidence of ≥0.5.

There were a total of six gene sets, two for each direction of expression for each of the three conditions. A network was generated for each gene set by including only those edges that connected two genes in the same gene set. To determine whether a network generated from a specific gene set was enriched for interactions, a *z*-score was computed for the number of edges in the gene set to the number of edges associated with random gene sets of the same size. The z-score was computed by estimating the mean and standard deviation of the number of edges associated with ten random gene sets. The more positive a *z*-score the more enriched the gene set of interest is enriched for interactions.

To examine whether genes that are commonly induced in 2i and AA+2i (or AA or AA+2i), and are more connected to genes that are induced only in AA+2i, a separate *z*-score was calculated. For genes that were induced only in 2i and not in AA+2i, the number of edges that connect a gene in the common set to genes that are induced only in 2i (that is, a bi-partite graph) was computed. Next random gene sets of the same size as the genes induced only in 2i were generated, and a mean and standard deviation of edges that connect the common gene set and these random sets was computed. Using this mean and standard deviation, we computed a *z*-score that assessed the number of interactions connecting the genes induced in both 2i and AA+2i to genes induced only in 2i. The same procedure was repeated for all other overlaps. Networks were visualized using Cytoscape^58^.

### Statistical analysis

Significance was calculated using the two-tail paired *t*-test function in Graphpad Prism for Figs 4 and 5, and Wilcoxon non-parametric test (Fig. 6b) in the R statistical package.

## Author contributions

R.S. conceived the project and wrote the manuscript; K.A.T.^58^ prepared the figures; R.S. and K.A.T. interpreted the results; K.A.T., S.A.J., Z.P.G.O., N.Z.Z. and R.S. performed the experiments and analysed the data. N.L. performed the EB-Seq analysis under the guidance of C.K.. S.R. performed the network analysis and wrote the corresponding portions of the manuscript.

## Additional information

**How to cite this article:** Tran, K. A. *et al*. Collaborative rewiring of the pluripotency network by chromatin and signalling modulating pathways. *Nat. Commun.* 6:6188 doi: 10.1038/ncomms7188 (2015).

**Accession codes:** Gene expression data have been deposited in the GEO database, accession code GSE58836.

## Supplementary Material

Figures and Supplementary References Supplementary Figures 1-7 and Supplementary Reference

Supplementary Data 1 Detailed gene expression data for individual treatments. Sheet 1 contains absolute transcript per million (TPM) values for each replicate for all genes. Sheet 2 contains list of differentially expressed (DE) genes upregulated compared to DMSO determined by EB-Seq using FDR 0.05. Sheet 3 contains list of DE downregulated genes determined by EB-Seq using FDR 0.05. For DE genes, posterior probability and median TPM values for individual treatments is reported.

Supplementary Data 2 Information on networks constructed using the STRING database set at a confidence level of 0.5 for individual treatments. Sheet 1 contains a list of downregulated or upregulated nodes and their connections with treatment of AA, 2i or both. Sheet 2 lists either AA or 2i nodes that overlapped with the AA+2i upregulated and downregulated networks. For overlapping genes, numbers of connections with each treatment is reported.

## Figures and Tables

**Figure 1:**
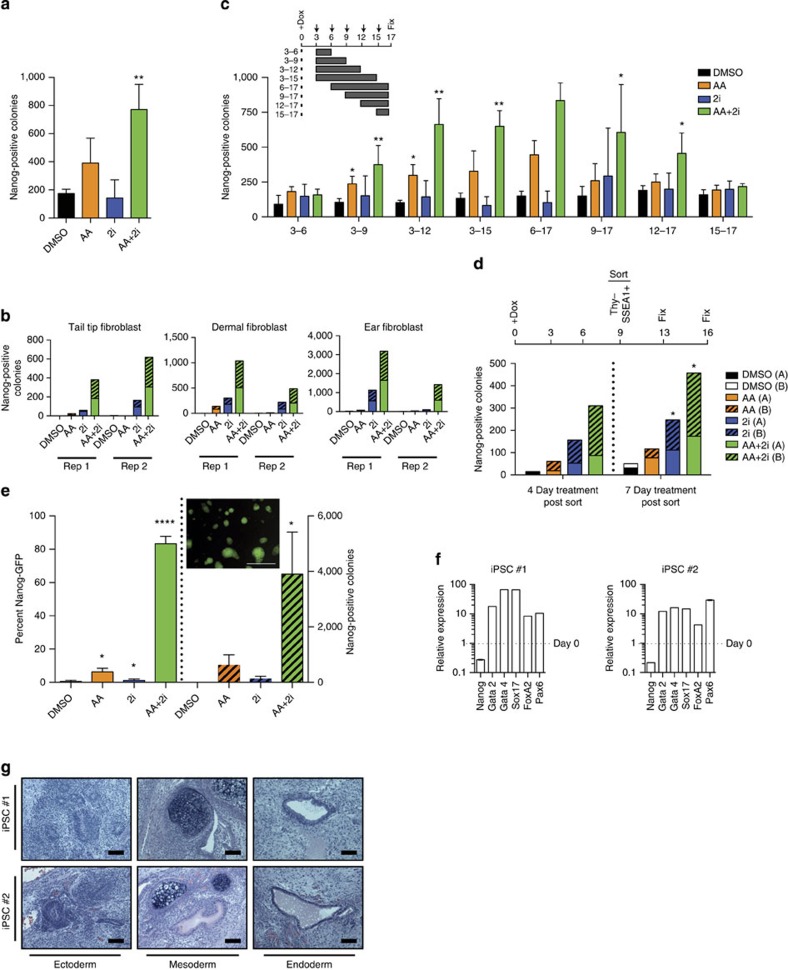
AA combined with 2i enhances reprogramming efficiency. (**a**) Counts of Nanog-positive colonies on day 17 of MEF reprogramming. Error bars represent standard deviation of four replicates. AA, ascorbic acid; 2i, MAP kinase inhibitor (PD-0325901)+glycogen synthetase kinase inhibitor (CHIR-99021). (**b**) Same as above but for adult fibroblasts. Technical replicates are stacked. Rep1 and Rep2 indicate two different genetic backgrounds. (**c**) Inset—Scheme of experiment: JSS MEFs received doxycycline (dox) for OSKM induction from day 0 to day 17 and were treated with DMSO, AA, 2i or AA+2i for the days indicated (grey bars). Counts of Nanog-positive colonies for four replicates. *P<0.05 **P<0.01 assessed by *t*-test. (**d**) Top panel—Scheme of experiment: Cells were sorted for SSEA1 and lack of Thy1 expression (Thy1^−^SSEA1^+^) on day 9 after dox induction. Sorted cells were exposed to DMSO, AA, 2i or AA+2i until day 13 or 16 post dox induction. Bottom panel—Bar graphs show combined results from two biological replicates (A and B) for Nanog-positive colonies after 4 (left) or 7 (right) days of treatment. *P<0.05 by *t*-test. (**e**) Left panel—Bar graph representing GFP reporter expression (under the control of the endogenous Nanog promoter) in pre-iPSCs upon exposure to AA and/or 2i as compared with DMSO by flow cytometry. Right panel—Counts of Nanog-GFP-positive ESC-like colonies that represent the Nanog-GFP-positive cells in the left panel. Inset: Image of Nanog-GFP-positive colonies upon exposure to AA+2i. Scale bar, 250 μm. Error bars represent standard deviation of three biological replicates. Asterisk indicates significance *P<0.05, ****P<0.0001 assessed by *t*-test. (**f**) Quantitative reverse transcription—PCR of various differentiation markers on day 7 post *in vitro* differentiation of two independent iPSC lines #1 and #2 derived from pre-iPSCs after AA+2i treatment. Dotted line represents levels on day 0 which was set to 1. (**g**) Images depicting the three germ layers from teratomas formed by two independent AA+2i-derived iPSC clones. Scale bar, 100 μm.

**Figure 2:**
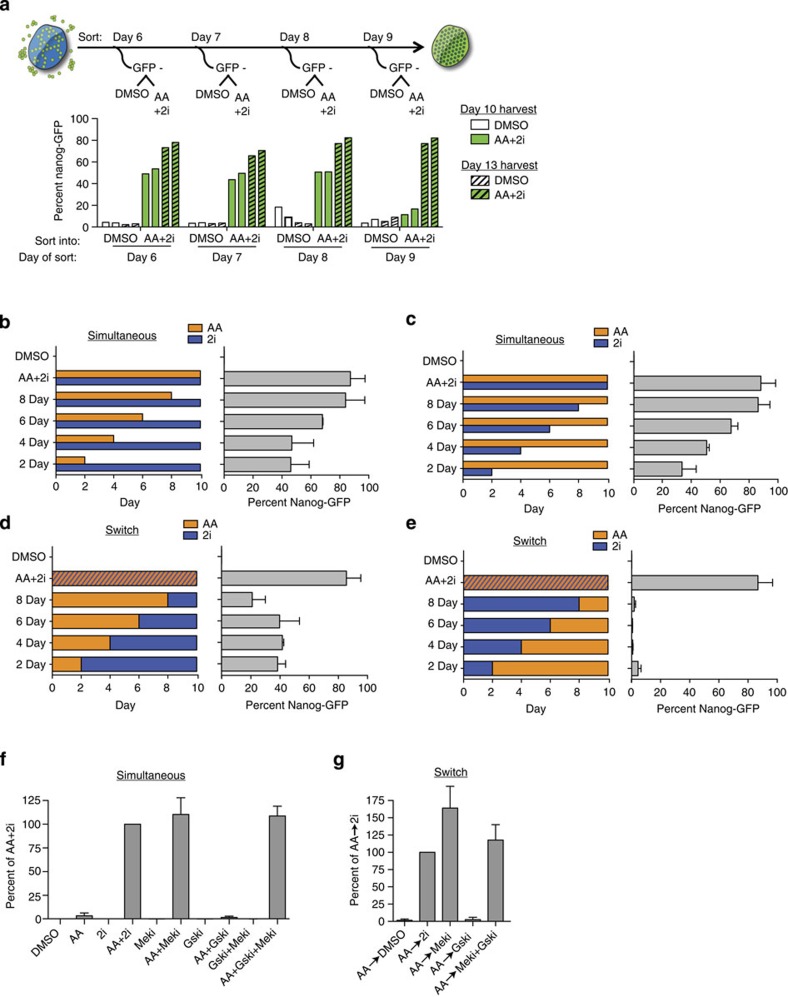
Different temporal requirements for AA and 2i. (**a**) Top panel: Scheme of experiment: GFP-negative cells (GFP-) were sorted by flow cytometry on the indicated days into wells containing DMSO or AA+2i and analysed for Nanog-GFP-positive cells on day 10 and day 13. Bottom panel: Nanog-GFP-positive cells derived from Nanog-GFP-negative cells sorted on days indicated on the *x* axis, cultured in DMSO or AA+2i, and analysed on day 10 (solid bars) or day 13 (hatched bars). Individual bars represent independent replicates. (**b**) Scheme of experiment (left panel) indicating the number of days of AA exposure when 2i was retained for all 10 days and corresponding Nanog-GFP-positive conversion rates obtained (right panel). Error bars represent standard deviation of four replicates. (**c**) Scheme of experiment (left panel) indicating the number of days of 2i exposure when AA was retained for all 10 days and corresponding Nanog-GFP-positive conversion rates obtained on day 10 (right panel). Error bars represent standard deviation of four replicates. (**d**) Scheme of experiment (left panel) indicating the number of days of AA exposure alone followed by switch to medium containing 2i alone and corresponding Nanog-GFP-positive conversion rates obtained (right panel). Error bars represent standard deviation of four replicates. (**e**) Scheme of experiment (left panel) indicating the number of days of 2i exposure alone followed by switch to medium containing AA alone and corresponding Nanog-GFP-positive conversion rates obtained (right panel). Error bars represent standard deviation of four replicates. (**f**) Nanog-GFP-positive conversion rates obtained when pre-iPSCs were exposed to AA and individual components of 2i—Meki and Gski. Error bars represent standard deviation of three biological replicates. (**g**) Nanog-GFP-positive conversion rates obtained when pre-iPSCs were exposed AA for initial 2 days and then switched to individual or combined components of 2i for 8 days. Error bars represent standard deviation of three biological replicates.

**Figure 3:**
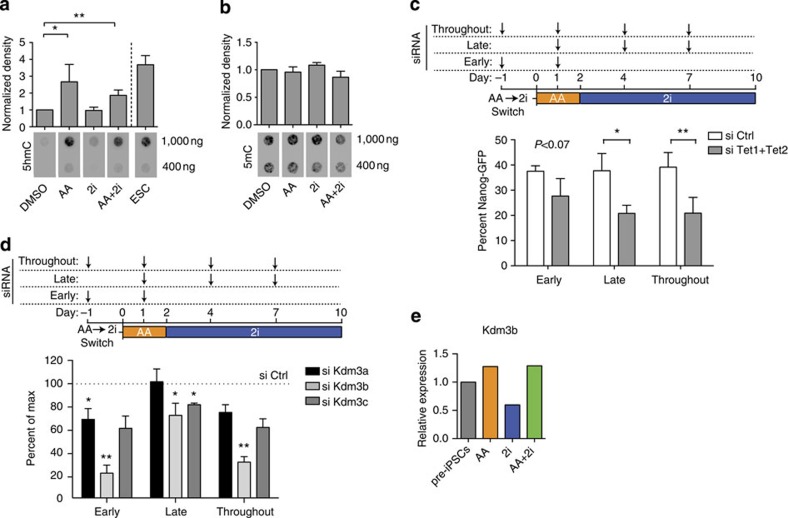
Histone demethylase effects of AA are essential early. (**a**) Quantification of 5hmC levels normalized to DMSO control (top panel) of the dot blot of 5hmC levels (bottom panel) under DMSO, AA, 2i or AA+2i conditions for 2 days, compared with untreated ESC level. Error bars represent standard deviation of four biological replicates. Asterisk indicates significance *P<0.05, **P<0.01 assessed by *t*-test. (**b**) Quantification of 5mC levels normalized to DMSO control (top panel) of the dot blot of 5mC levels (bottom panel) under DMSO, AA, 2i or AA+2i conditions for 2 days. (**c**) Top panel—Scheme of the experiment: siRNA transfections targeting both Tet1 and Tet2 or control (anti-luciferase) were performed early (days −1 and +1), late (days +1, +4 and +7) or throughout (days −1, +1, +4 and +7). Day of exposure to media containing AA alone was day 0. On day 2, media were switched to that containing 2i alone. Bottom panel—Quantification of Nanog-GFP-positive cells obtained on day 10 of the experiment. Error bars represent standard deviation from three biological replicates. Asterisk indicates significance *P<0.05, **P<0.01 assessed by *t*-test. (**d**) Top panel—Scheme of the experiment: siRNA transfections targeting histone demethylases or control (anti-luciferase) were performed early (days −1 and +1), late (days +1, +4 and +7) or throughout (days −1, +1, +4 and +7). Day of exposure to media containing AA alone was day 0. On day 2, media were switched to that containing 2i alone. Bottom panel—Quantification of Nanog-GFP-positive cells obtained on day 10 of the experiment upon knockdown of specific H3K9me1/me2 demethylases. Dotted line represents Nanog-GFP-positive levels obtained in control siRNA conditions set to 100%. Error bars represent standard deviation from three biological replicates. Asterisk indicates significance *P<0.05, **P<0.01 assessed by *t*-test. (**e**) Relative expression of Kdm3b in pre-iPSC treated with AA, 2i or AA+2i for 24 h.

**Figure 4:**
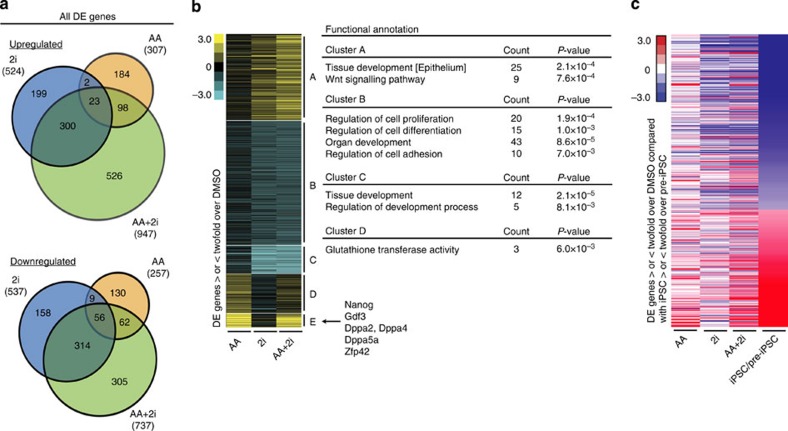
AA and 2i promote complementary transcriptional responses. (**a**) Venn diagrams showing the overlap of up- or downregulated differentially expressed (DE) transcripts between AA, 2i and AA+2i conditions on day 2 determined by EB-Seq. (**b**) K-means clustering for DE genes that had a twofold change over DMSO, grouped into five clusters, A–E. Gene ontology enrichment for each cluster is presented on the right. Stem cell-related genes within Cluster E are listed. Yellow=greater than DMSO, blue=lower than DMSO. (**c**) Heat-map showing relative expression of genes that are twofold differentially expressed between iPSCs and pre-iPSCs ordered from lowest to highest, compared with relative expression after 2 days of exposure to AA, 2i or AA+2i and DMSO. Red=higher in iPSCs or any treatment condition and blue=higher in pre-iPSCs or DMSO, respectively. Note: the iPSC to pre-iPSC ratio was calculated using raw values, whereas the AA, 2i and AA+2i conditions were DE genes that were twofold changed over DMSO.

**Figure 5:**
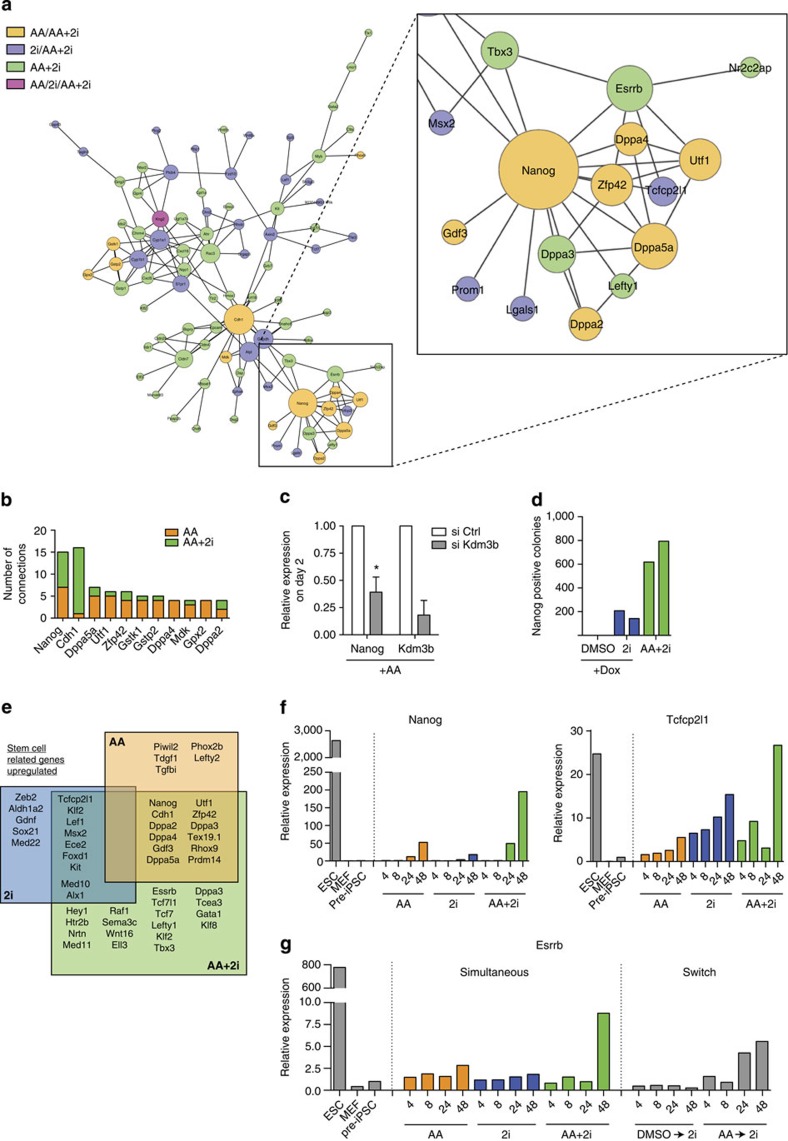
AA+2i increases connectivity of upregulated genes. (**a**) Networks generated from overlaying upregulated gene expression data onto STRING database. Nodes, representing genes, are identified by circles and their connections, or edges, by the lines joining them. Commonly regulated nodes cluster together, whereas loosely related nodes are at a greater distance. Size of the nodes is proportional to connectivity. A zoomed-in view of the Nanog subnetwork and its edges is presented. Orange=shared between the AA+2i and AA network, blue=shared between the AA+2i and 2i networks, green=unique to the AA+2i network. (**b**) Bar graph of upregulated nodes shared by AA (orange) and AA+2i (green). The number of edges for each node is indicated on the *y* axis. (**c**) Quantitative reverse transcription–PCR (qRT–PCR) data for expression of Nanog and Kdm3b following 2 days of exposure to AA combined with siRNA targeted against luciferase (si Ctrl) or Kdm3b. Error bars are standard deviation of three biological replicates. Asterisk indicates significance *P<0.05, by *t*-test. (**d**) Counts of Nanog-positive colonies obtained from Nanog-inducible pre-iPSC line in the presence of 2i alone as compared with control AA+2i condition. Data from two independent replicates are presented. (**e**) Venn diagrams of overlap between upregulated DE genes associated with maintenance of pluripotency. Genes in bold represent DE genes with greater than twofold expression change over DMSO. (**f**) qRT–PCR data over a 48-h time course of pluripotency genes responsive to AA or 2i alone following exposure to AA (orange), 2i (blue) or AA+2i (green). (**g**) qRT–PCR data for Esrrb expression analysed during a time-course exposure to AA (orange), 2i (blue) or AA+2i (green) or switch to 2i after either 48 h of DMSO or AA.

**Figure 6:**
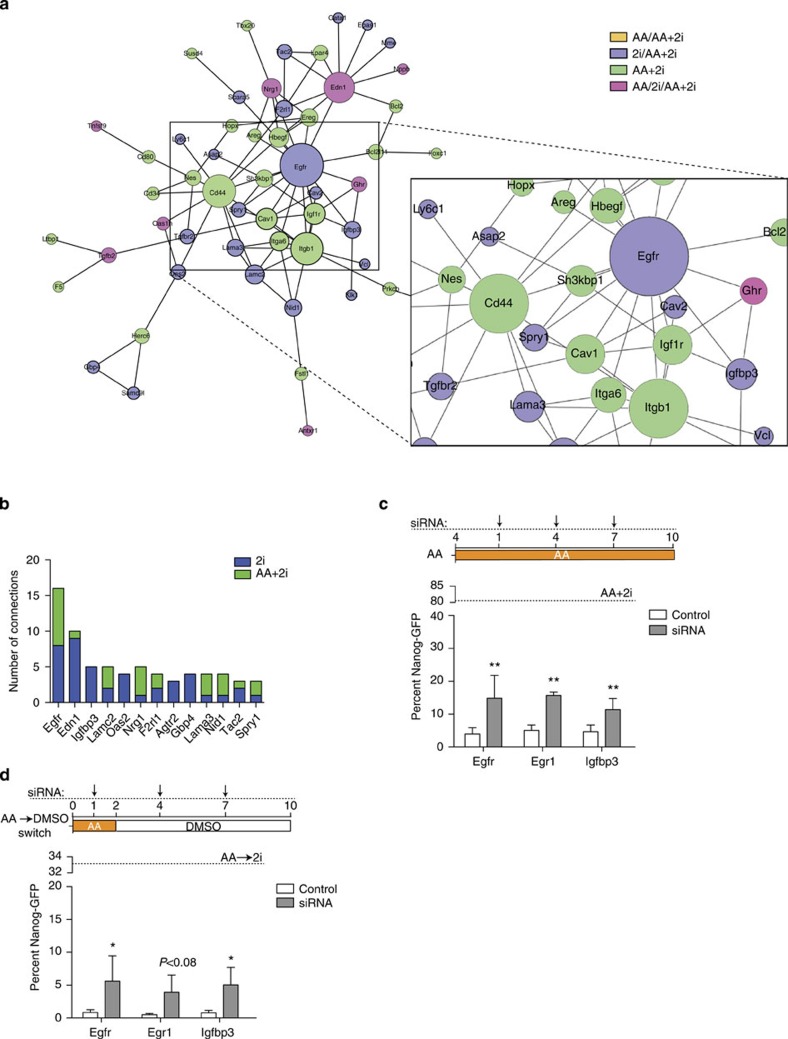
2i downregulated nodes are barriers to reprogramming. (**a**) Networks generated from overlaying downregulated gene expression data onto protein interaction from the STRING database. A zoomed-in view of the Egfr node and its edges is presented. Orange=shared between the AA+2i and AA network, blue=shared between the AA+2i and 2i networks, green=unique to the AA+2i network, pink=shared in all networks. (**b**) Bar graph of downregulated nodes shared by 2i (blue) and AA+2i (green). The number of edges for each node is indicated on the *y* axis. (**c**) Top panel—Scheme of the experiment: siRNA transfections targeting genes identified as key downregulated nodes or control (anti-luciferase) were performed on days +1, +4 and +7. Day of exposure to media containing AA alone was day 0. Bottom panel—Quantification of Nanog-GFP-positive cells obtained on day 10. Dotted line represents the per cent Nanog-GFP-positive cell levels obtained in control treatment (AA+2i). Error bars represent standard deviation from two to four biological replicates. **P<0.01 assessed by *t*-test. (**d**) Top panel—Scheme of the experiment: siRNA transfections targeting genes identified as key downregulated nodes or control (anti-luciferase) were performed on days +1, +4 and +7. Cells were treated with AA between day 0 and day 2 before switching to DMSO containing media until day 10. Bottom panel—Quantification of Nanog-GFP-positive cells obtained on day 10. Dotted line represents Nanog-GFP-positive levels obtained in control treatment (AA switched to 2i). Error bars represent standard deviation from three to five biological replicates. Asterisk indicates significance *P<0.05 assessed by *t*-test.

**Figure 7:**
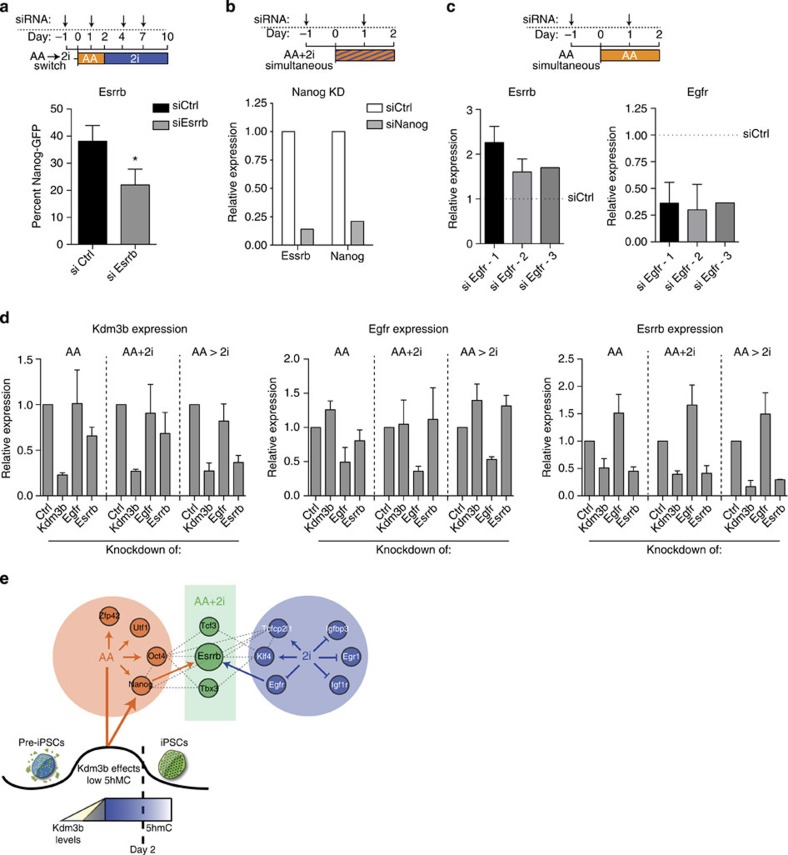
Convergence of AA and 2i effectors to regulate Esrrb level. (**a**) Top panel—Scheme of the experiment: siRNA transfections targeting Esrrb or control (anti-luciferase) were performed on days −1, +1, +4 and +7, after addition of AA on day 0. On day 2, media were switched to that containing 2i alone. Bottom panel—Quantification of Nanog-GFP-positive cells obtained on day 10 of the experiment upon knockdown of Esrrb. Error bars represent standard deviation from four replicates. Asterisk indicates significance *P<0.05 assessed by *t*-test. (**b**) Top panel—Scheme of the experiment: siRNA transfections targeting Nanog or control (anti-luciferase) were performed on days −1 and +1 of simultaneous exposure to AA and 2i, which began on day 0. Bottom panel—Quantification of Esrrb and Nanog expression by quantitative reverse transcription—PCR (qRT–PCR) following 48 h of AA+2i treatment. (**c**) Top panel—Scheme of the experiment: siRNA transfections targeting Egfr or control (anti-luciferase) were performed on days −1, and +1 of exposure to AA, which began on day 0. Bottom panel—Quantification of Esrrb and Egfr expression by qRT–PCR following 48 h of AA treatment. Data from three independent siRNAs indicated as #1,#2 and #3 and five, three or one biological replicates, respectively, are presented. (**d**) Left panel—Kdm3b expression after siRNA transfections targeting control (anti-luciferase), Kdm3b, Egfr and Esrrb were performed on days −1, and +1 of exposure to AA alone (day 2 levels) or AA+2i (day 2 levels) or exposure to AA for 2 days followed by switch to 2i for 2 days (day 4 levels). Middle panel—same as above for Egfr. Right panel—same as above but for Esrrb. Error bars represent standard deviation of two biological replicates. (**e**) Model for action of AA and 2i during reprogramming. Treatment with AA functions through Kdm3b early and Tet-mediated 5hmC increases late in the reprogramming process. In parallel, AA and 2i activate separate key pluripotency genes. 2i also suppresses signalling effectors like Egfr, which in combination with AA can directly regulate a unique cohort of pluripotency genes such as Esrrb. This results in the complete activation of the pluripotency network (dotted line).

How the deposited data were processed for this re-analysis (not part of the article)

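Gene expression was measured by RNA sequencing of mouse pre-iPSCs on day 2 (48 h) of treatment with DMSO, AA, 2i or AA+2i, with 3 biological replicates per condition, labelled A, B and C. The authors trimmed the reads, removed those of low quality, aligned the rest with Bowtie2 to the RefSeq genes of the mm9 genome and estimated expression with RSEM. The deposited values are of 2 kinds for each library, the expected count of each gene and its TPM. The expected counts that the authors deposited come from RSEM, are not normalized and need not be whole. The TPM that the authors deposited are scaled within each library, and the supplementary lists hold the same TPM multiplied by a factor per library. One deposited TPM cell, in AA C, was malformed and was recomputed from the FPKM of the same library as 40.6. The reads themselves were not analysed here, so the authors' trimming, filtering and alignment are part of every value.
The expected counts were rounded and tested with edgeR 4.0.16 in R 4.3.3, with RLE factors, quasi-likelihood dispersions and 1 model with a mean for each of the 4 conditions, which leaves 8 residual degrees of freedom. Genes needed at least 10 counts in at least 3 libraries, which 13400 of the 20325 genes had. Each treatment was compared with DMSO, and the interaction was the change with AA+2i less the changes with AA and with 2i. Benjamini-Hochberg adjusted p-values under 0.05 were called. The standard errors given with edgeR are the size of the log2 fold change divided by the square root of the F statistic. They therefore restate the test. The sum of expected counts per library had a median of 21854761. Spreads over the 3 letters are standard deviations of the log2 differences between each treated library and the DMSO library of the same letter. The letters were read as pairs from the labels of the deposited libraries. The paper names a paired t-test for Figs 4 and 5, but it does not say that the letters pair the RNA libraries. The letter was therefore left out of the main model and entered as a replicate block in an alternative.
The alternatives were TMM factors, the Wald test of DESeq2 1.42.0, an empirical Bayes model written after EBSeq, which was not installed, with a posterior probability above 0.95, limma 3.58.1 on log2(TPM + 1), no count filter, at least 10 counts in every library, a model of only the 2 groups compared, the replicate block, a correction for GC content, the correction and the block together, and leaving out each replicate letter in turn. The GC correction fitted, for each library, a robust loess curve with a span of 0.4 of the deviation of log2 CPM (prior count 2) from the mean of the libraries against the GC content of the transcripts and entered it as an offset. GC content was known for 13301 of the tested genes (99.26%). Symbols were matched to the mm9 annotation for 19871 genes directly, for 142 by accession and for 18 by synonym, and 294 had no match. k-means used 5 clusters (4 and 6 as alternatives) and 50 starts, in Python 3.11.15 with scikit-learn 1.9.0, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Random gene lists and shuffles numbered 10000 each. The genes named in the text are those that the paper names, and those with the largest changes among the genes that passed and moved the same way in all 3 letters.
The tests were tried on simulated counts with 200 changed genes in 3 draws. Each gene was given the fitted trend of dispersion at its expression, without further spread between genes. No effect of the letters was drawn apart from the GC curves. The shares found may therefore be higher than in the libraries themselves. The main test found 77.3% of changes of 2 on the log2 scale and 8.3% of changes of 1, with 4.1% of its calls false, and 31.3% of interactions of 2. DESeq2 had 19.3% false calls, and the model written after EBSeq 70.4%, with a mean of 303.7 genes called where none had changed, so its counts are given only beside those of the other tests. When the counts were simulated with the GC curves of the libraries and the dispersion left after the GC correction, instead of that of the main test, the main test found 51.0% of changes of 2 with 0 false calls and 0.7% of interactions of 2. The replicate block then had 14.4% false calls, and the GC correction found 95.7% of the changes, with 4.6% of its calls false, and 83.0% of the interactions. No STRING or gene ontology analysis was repeated, and the array data of the paper, the quantitative PCR and the supplementary figures were not used here. One gene that met the criteria is not reported here.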

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

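The genes in this part and the checks of what could cause their changes were all chosen after the results were seen, while the fits are those of the methods. For Gm7609 the effect of AA without 2i differed from its effect with 2i, as tested by the interaction in edgeR's quasi-likelihood test. The interaction was 4.27 (standard error 0.41, adjusted p = 0.00571, and 0.00877 with the replicate block), with 3.55, 4.69 and 4.02 in letters A, B and C, and the TPM was 9.84 ± 2.03, 0.973 ± 0.0666, 0.67 ± 0.255 and 1.33 ± 0.366 with DMSO, AA, 2i and AA+2i. The gene falls with each treatment and falls less than the sum with both, which is not the direction of a stronger combined response. If reads shared with other genes were the cause, the estimated counts would not be whole, and 12 of the 12 libraries had a count that is not whole. The same holds for Nanog and Egfr, so this does not single out Gm7609. AA+2i lay above both single treatments in 3 of the 3 letters, but in letter C only at 1.01 TPM against 0.99 with AA. A floor of leftover reads, at which all treatments would end alike, would itself give a positive interaction. This comparison therefore cannot exclude a floor. The GC content of Gm7609 is not known here, so the GC correction was not tested. Without replicate B, which holds the 2 deepest libraries, the interaction was 3.901 (adjusted p = 1, edgeR), so its size does not come from the depth of DMSO B and AA B. Reads shared with related genes and a floor of leftover reads remain possible causes, and how much of the count was shared was not tested.
Another 5 genes changed from or to 0 counts in all 3 libraries of a condition and are not discussed in the paper. With AA, Acsbg2 changed by 7.51 on the log2 scale (standard error 1.03, adjusted p = 0.0126, edgeR; 0.00487 with the replicate block), from 0 counts in the DMSO libraries to 10.01, 42.01 and 34.01, and Rbm44 by 6.73 (adjusted p = 0.0473, edgeR; 0.0528 with the block), from 0 to 16, 21 and 10. Csn1s1 changed by −7.06 with AA (adjusted p = 0.0144, edgeR; 0.00529 with the block), from 14, 25 and 10 counts to 0. With 2i, Nat3 changed by −6.71 (adjusted p = 0.0116, edgeR; 0.00374 with the block), from 13, 22 and 5 counts, and Cysltr1 by −6.29 (adjusted p = 0.0465, edgeR; 0.04 with the block), from 12, 15 and 2. Each moved the same way in the 3 letters. After the GC correction the adjusted p-values (edgeR) were 0.002216 for Acsbg2, 0.008617 for Rbm44, 0.002146 for Csn1s1, 0.001022 for Nat3 and 0.03021 for Cysltr1. At the lowest CPM of the other group, the 3 libraries with 0 counts would have held 41.16, 31.4, 48.6, 18.45 and 7.382 counts in the same order, so a low depth does not account for the zeros. Estimated counts that are not whole occurred in 6 libraries of Acsbg2 and in 0 of Rbm44, Csn1s1, Nat3 and Cysltr1. The counts of Acsbg2 in the AA libraries lie within 0.01 of a whole number, so hardly any of the reads behind its rise were divided between genes. A response of a silent or nearly silent gene to the treatment remains as a hypothesis for all 5, for Acsbg2 with the reservation that its counts are not whole in 6 libraries. Each rests on at most 51 counts in a library. The sizes of these log2 changes depend on the small count added before the logarithm. With an added count of 2, Acsbg2 changed by 2.87, 3.41 and 4.25 in letters A, B and C, and Csn1s1 by −3.62, −2.85 and −3.17.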

How the results depend on the processing

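No alternative here was chosen after the results were seen, since all were set before the data were examined. With TMM factors and without a count filter, the counts of genes up and down, changed the same way by AA and by 2i, changed only in AA+2i and with an interaction stayed within 1.5 times their values in the text (for AA, 132 up and 66 down with TMM and 107 and 54 without the filter), while the genes up in all 3 conditions went from 3 to 5 with TMM. The other alternatives moved some of them, and where nothing is said of a cause, the cause was not tested. In the order up and down with AA (116 and 63), up and down with 2i (213 and 379), up and down with AA+2i (526 and 591), DESeq2 gave 278, 176, 423, 676, 899 and 980 genes, the replicate block 315, 279, 686, 1096, 2051 and 2178, the GC correction 338, 210, 600, 1016, 1195 and 1428, and the GC correction with the block 742, 704, 1390, 1923, 2296 and 2546. The model written after EBSeq moved 3 of them, to 279 up and 201 down with AA and 350 up with 2i. Requiring at least 10 counts in every library left 58 up and 36 down with AA, 113 up with 2i and 300 up with AA+2i. Fitting only the 2 groups compared left 0 up and 0 down with AA (807 at an unadjusted p under 0.05), 69 and 118 with 2i and 310 and 291 with AA+2i.
The genes changed the same way by AA and by 2i (13) became 55 with DESeq2, 65 with the model written after EBSeq, 32 with limma on log2(TPM + 1), 7 with at least 10 counts in every library, 0 with only the 2 groups compared, 102 with the block, 72 with the GC correction and 324 with both. The genes changed only in AA+2i (634) became 955 with DESeq2, 2565 with the block, 1266 with the GC correction and 1903 with both. The genes with an interaction (2) became 26 with DESeq2, 13 with limma, 4 with the block, 27 with the GC correction and the block, and 0 (212 at an unadjusted p under 0.05) with at least 10 counts in every library. For the genes common to the 3 conditions, the excess of AA+2i over AA (0.69) became 1.10 with the model written after EBSeq and 0.32 with limma. The excess over 2i (0.33) became 0.74 with TMM, 1.04 with DESeq2, 0.75 with the model written after EBSeq and 1.18 with at least 10 counts in every library. The excess over 2i was 0.84 with the block, 0.82 with the GC correction, 0.53 with both, 0.32 with limma and 0.28 without a count filter. It stayed above 0 wherever a value could be given, and with only the 2 groups compared, without replicate B and without replicate C no common genes were left to give one.
Across the 3 fits that each left out 1 replicate, genes up with AA ranged from 0 to 24 and down from 0 to 8, up with 2i from 0 to 82 and down from 1 to 190, up with AA+2i from 4 to 318 and down from 14 to 349. Genes changed the same way ranged from 0 to 6 and those changed only in AA+2i from 17 to 445, and 0 genes had an interaction in each fit (345 without A, 102 without B and 232 without C at an unadjusted p under 0.05). The lowest counts were without replicate B. The excess of AA+2i over AA and over 2i in the common genes, without replicate A, was 1.47 and 1.46. For 90 comparisons of named genes, 740 of 844 values under the other alternatives kept their direction and side of the threshold. Of the rest, 37 became weaker, 64 stronger and 3 reversed. All 3 were for Esrrb with 2i, at −0.019 with limma, −0.11 with the GC correction and −0.075 with the GC correction and the block. Not every named gene is among the 90. Klf4 with 2i is not, and it went from −0.0098 to 0.22 with the block and 0.24 with limma. When a replicate was left out, 162 of 270 values of the same 90 comparisons stayed the same, 105 became weaker, 1 stronger and 2 reversed. Both reversed without replicate B: Esrrb with 2i, from −0.090 to 0.35 across the 3 fits, and Ooep with AA+2i, from −0.11 to 0.71. Outside the 90, Klf4 with 2i ran from −0.87 to 1.32, Pou5f1 with AA from −0.72 to 0.11 and Gsta1 with AA+2i from −0.13 to 0.45. On the log2(TPM + 1) scale the median log2 change of all genes was −0.13 with 2i and −0.15 with AA+2i, against −0.022 and −0.018 in the main test.
In simulated data with the GC curves of the libraries, 5.0% of changes of 1 on the log2 scale were found, against 58.0% after the GC correction. In data simulated without the curves it was 8.3% with either test, but those data were drawn with the dispersion of the main test and the others with that left after the GC correction, so the effect of the curves alone was not tested. No test varied the depth.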

Differences from the paper's values

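No test here was chosen after the results were seen. The paper lists 307 genes up with AA against 116 here, 257 down with AA against 63, 524 up with 2i against 213, and 947 up with AA+2i against 526. Of the alternatives set before the data were examined, the values came within 1.5 times the paper's for up with AA with DESeq2 (278), the model written after EBSeq (279), the replicate block (315) and the GC correction (338); for down with AA with the same 4 (176, 201, 279 and 210); for up with 2i with the same 4 (423, 350, 686 and 600); and for up with AA+2i with DESeq2 (899), the model written after EBSeq (658) and the GC correction (1195). The other alternatives did not close these gaps. For genes up only in AA+2i the paper gives 526 against 317 here, and DESeq2 (474), the model written after EBSeq (371) and the GC correction (589) closed the gap and the other alternatives did not. The paper's lists share 25 genes up with AA and with 2i against 3 here, and 23 up in all 3 conditions against 3. The model written after EBSeq (20 and 17), the block (25 and 25) and the GC correction (27 and 27) closed these gaps and the others did not. For genes down with AA and with 2i the paper's 65 stand against 10, closed by the model written after EBSeq (45), the block (77) and the GC correction (45), and for genes down in all 3 conditions the paper's 56 against 10, closed by DESeq2 (40), the model written after EBSeq (41), the block (75) and the GC correction (43), and by none of the others.
Of 69 log2 fold changes of named genes that could be set beside the ratios of the paper's supplementary medians, 57 were within 1 SD over the letters and 12 were not, 1 of these in sign. That SD is not the error of the estimate. For Zfp42 with AA it was 0.094, against a standard error of 0.37 (edgeR). Both values come from the same libraries, 1 as a fitted mean and 1 as a ratio of medians, and can differ for that reason alone. For each of the 12, the alternatives set before the data were examined that fall within 1 SD of the paper's value are named, and the others do not. Zfp42 with AA was 2.77 against the paper's 2.90 (GC correction 2.89, GC correction with block 2.87, without replicate A 2.81, without replicate C 2.81), and with AA+2i 1.72 against the paper's 1.97 (DESeq2 1.73, at least 10 counts in every library 1.74, block 1.75, GC correction 1.95, GC correction with block 1.99, without C 1.89). Dppa3 with AA was 3.47 against the paper's 2.44 (model written after EBSeq 2.62, without B 3.00). Tcfcp2l1 with AA was 0.84 against the paper's 0.54 (limma 0.74, without A 0.75). Esrrb with 2i was 0.12 against the paper's −0.29 (limma −0.019, GC correction −0.11, GC correction with block −0.075, without B −0.090). Tbx3 with 2i was 3.28 against the paper's 2.25 (GC correction with block 2.85, without C 2.69), and with AA+2i 5.08 against the paper's 3.91 (GC correction with block 4.57, without C 4.54). Egfr with 2i was −1.49 against the paper's −1.69 (limma −1.59, without A −1.54, without C −1.53). Igfbp3 with AA was −0.69 against the paper's −0.91 (GC correction −0.78, GC correction with block −0.79, without C −0.77), and with AA+2i −1.67 against the paper's −1.96 (limma −1.83, GC correction −1.84, GC correction with block −1.85, without A −1.71, without C −1.76). The log2 fold change of Axin2 with 2i was 5.83 against the paper's 5.24 (model written after EBSeq 5.63, block 5.56, GC correction 5.58, GC correction with block 5.35, without C 5.36). Gpx2 with AA was 3.45 against the paper's 4.00 (without C 3.86).
Some statements differ from the values here. The paper calls Nanog the most connected gene of the AA+2i upregulated network, where Cdh1 has 16 connections and Nanog 15. It names Igfbp3 and Tgfbr2 among the most connected downregulated genes, with 4 and 3 connections there against 11 for Cd44 and for Itgb1 and 10 for Edn1. It places Dppa2 and Dppa4 on another chromosome than 16, where the mm9 annotation has them. It calls Egr1 the most downregulated gene with 2i, and it ranks 20 among the 537 listed, after Tac2 (10) and Lect1 (12). It describes the genes unique to AA+2i as a synergistic response, and the interaction passed for 2 genes, none of them among those called only with AA+2i (37 up and 20 down at an unadjusted p under 0.05). The paper names no scale for synergy, and a gene above the sum of the changes in TPM need not pass the interaction test, which uses the log2 scale. In simulated libraries with the GC curves that test found 0.7% of interactions of 2 on the log2 scale. The same share was 34.0% with the block, which gave 4 genes, 39.7% with DESeq2 (26 genes), 83.0% with the GC correction (2 genes) and 82.3% with the GC correction and the block (27 genes). In the simulations genes of like expression had the same dispersion, so power in the libraries themselves may be lower. Of the genes called only with AA+2i, 2 up were among the 4, 7 up and 2 down among the 26, and 9 up and 2 down among the 27. In edgeR's test Utf1 with AA (adjusted p = 0.171), Klf2 with 2i (0.137), Tcf7l1 with AA+2i (0.113), Apobec1 with AA (0.335) and Lef1 with 2i (0.0719) did not pass the threshold. With the replicate block (edgeR) Utf1 (0.0499), Klf2 (0.00697), Tcf7l1 (0.00947) and Lef1 (0.00173) passed and Apobec1 (0.169) did not, and with the GC correction (edgeR) Utf1 (0.0175), Tcf7l1 (0.0114), Apobec1 (0.0441) and Lef1 (0.0226) passed and Klf2 (0.582) did not.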

Other observations

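Of the tests in this part, those of the neighbouring genes and that of the replicate letters of the genes raised only by AA were written down before their results were seen, and all others after. The largest axis of difference between the 12 libraries held 53.7% of the variance of log2 CPM. Its gene weights had a Spearman rho of −0.7904 with the GC content of the transcripts (across genes, which are not independent replicates) and of 0.32 with gene length, and after the GC correction, which removed 34.9% of the total sum of squares, the largest axis held 41.0%. Over the 12 libraries the position on it was not related to the log2 total count (Pearson's r = −0.04553, permutation p = 0.8903; Spearman's rho = −0.03497, permutation p = 0.9203; 100000 permutations, two-sided; r = −0.07329 without the pair of libraries farthest from the median depth), so sequencing depth does not account for it. Of its variance, 38.0% lay between conditions and 44.7% between letters, and as much lay between conditions in a share of 0.003472 of the 576 relabellings within letters. GC content and treatment thus run partly along the same axis and may not be separable on it.
In libraries simulated with only the GC curves and no changed gene, a mean of 0.0 genes were called with AA+2i, so GC content alone does not account for the number of genes changed with AA+2i. The number of genes called was compared with that after exchanging the treated and the DMSO library of 1 letter. For AA 1 of the 4 such splits, the real one, gave as many genes (179), for 2i 1 of 4 (592) and for AA+2i 1 of 4 (1117). The other splits gave 0 genes (at an unadjusted p under 0.05, 87, 42 and 47 with AA, 131, 99 and 84 with 2i, and 280, 1396 and 75 with AA+2i). With 4 splits a share under 0.05 cannot be reached, so chance cannot be excluded by this test. For the interaction, 3 of the 100 relabellings of the conditions within letters, the real one included, gave as many genes; 97 gave 0 genes (the median of all but the real one was 121 at an unadjusted p under 0.05), 2 gave more than the real one, up to 204, and 28 gave as many at an unadjusted p under 0.05 (309). The few genes with an interaction could reflect too little power, since in simulated data with the GC curves 0.7% of interactions of 2 on the log2 scale were found without GC correction. With the GC correction 83.0% were found in those data and 31.3% in data simulated without the curves and with the dispersion of the main test, and the libraries then gave 2 genes (655 at an unadjusted p under 0.05). With the GC correction and the block 82.3% and 29.7% were found, and the libraries gave 27 genes. The number of genes with an interaction thus depends on the model, and too little power cannot be excluded as a reason for the low ones.
The 182 tested genes that the paper lists as raised by AA alone were lower with 2i, with a median log2 fold change of −0.60 (−0.11 for the median of random lists of the same size, matched for mean expression). They were chosen for not rising with 2i or AA+2i, so all 305 tested genes that the paper lists as raised by AA were taken as well, whatever 2i or AA+2i did. Their median with 2i was −0.35 (−0.16, −0.087 and −0.43 in letters A, B and C), and 0.0% of 10000 random lists from all tested genes had a median as low (the median of those lists was −0.016). The median of the 182 lay below 0 in 3 of the 3 letters (−0.51, −0.39 and −0.68), which goes against a few replicates, and was −0.6768 after the GC correction. Of the 182, 152 were lower with 2i, 33 past the threshold (edgeR). With AA+2i they lay 0.71 ± 0.05 above 2i. The choice of genes not raised by 2i, GC content and a few replicates do not by themselves account for this, and an opposite effect of 2i on genes that AA raises is consistent with it as a hypothesis found on the same data. Among the 20 genes called in opposite directions, Otx2 changed by 3.65 with AA and −1.76 with 2i, Tdgf1 by 1.53 and −1.97, and Adam12 by −2.33 and 3.51.
Neighbouring genes raised together by AA formed 7 pairs against 1.0 expected in shuffled positions, a share of 0.0001 of 10000 shuffles, the smallest they can give. Without pairs of the same family, judged only by the first letters of the symbols, 4 remained (0.95 expected, share 0.014). Related genes with unlike symbols were kept by this rule, so it cannot exclude related genes side by side. With shuffles within classes of GC content the share for all 7 pairs was 0.0003. With 2i there were 12 pairs (3.33 expected), with AA+2i 40 (20.38 expected), and in the paper's AA list 18 (6.85 expected), so neighbours rise together in each treatment. The pairs with AA were Serpina3k and Serpina3m, Dppa4 and Dppa2, Dppa2 and Morc1, Acsbg2 and an unnamed RIKEN gene, Triml2 and Zfp42, Dppa5a and Ooep, and Rhox6 and Rhox9. A shared response of adjoining genes is a candidate explanation, while reads shared within the Serpina3 and Rhox families were not tested.
The paper's genes raised only in AA+2i had a median GC content of 52.98% (507 genes), against 51.08% for the median of random lists and 52.79% for the highest of them, so 0.0% were as high, and 50.34% for all tested genes. Part of that list may therefore follow the GC curves of the libraries. Mbd3, with a GC content of 62.9%, varied between libraries of the same condition (58.3 ± 50.9 TPM with DMSO, 92.6 ± 76.1 with AA, 105 ± 56.0 with 2i and 138 ± 53.9 with AA+2i), and the SD of its log2 CPM over the 12 libraries went from 1.70 to 0.6268 after the GC correction, which suggests that GC content accounts for most of that spread.
Kdm3b was at 56.5 ± 10.1 TPM with DMSO, 55.8 ± 8.95 with AA, 34.7 ± 5.95 with 2i and 38.0 ± 8.97 with AA+2i, and its log2 fold change with 2i was −0.51 (standard error 0.18, adjusted p = 0.163, edgeR; 0.0166 with the replicate block), downward in 3 of 3 letters. For the reprogramming factors the log2 fold changes were −0.01 for Klf4 with 2i (adjusted p = 0.996, edgeR), −0.40 for Pou5f1 with AA (adjusted p = 0.95, edgeR) and −0.09 for Sox2 with AA (adjusted p = 0.992, edgeR), in counts that do not separate endogenous from introduced transcripts.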
